# Sequential EMT-MET induces neuronal conversion through Sox2

**DOI:** 10.1038/celldisc.2017.17

**Published:** 2017-05-30

**Authors:** Songwei He, Jinlong Chen, Yixin Zhang, Mengdan Zhang, Xiao Yang, Yuan Li, Hao Sun, Lilong Lin, Ke Fan, Lining Liang, Chengqian Feng, Fuhui Wang, Xiao Zhang, Yiping Guo, Duanqing Pei, Hui Zheng

**Keywords:** TuJ^+^ cells, sequential EMT-MET, proliferation, Sox2

## Abstract

Direct neuronal conversion can be achieved with combinations of small-molecule compounds and growth factors. Here, by studying the first or induction phase of the neuronal conversion induced by defined 5C medium, we show that the Sox2-mediated switch from early epithelial–mesenchymal transition (EMT) to late mesenchymal–epithelial transition (MET) within a high proliferation context is essential and sufficient for the conversion from mouse embryonic fibroblasts (MEFs) to TuJ^+^ cells. At the early stage, insulin and basic fibroblast growth factor (bFGF)-induced cell proliferation, early EMT, the up-regulation of *Stat3* and *Sox2*, and the subsequent activation of neuron projection. Up-regulated *Sox2* then induced MET and directed cells towards a neuronal fate at the late stage. Inhibiting either stage of this sequential EMT-MET impaired the conversion. In addition, Sox2 could replace sequential EMT-MET to induce a similar conversion within a high proliferation context, and its functions were confirmed with other neuronal conversion protocols and MEFs reprogramming. Therefore, the critical roles of the sequential EMT-MET were implicated in direct cell fate conversion in addition to reprogramming, embryonic development and cancer progression.

## Introduction

Neural stem cells (NSCs) and neurons induced directly from somatic cells have the potential to treat neurodegenerative diseases, such as Alzheimer’s disease and Parkinson’s disease [1, 2]. Methods that directly induce NSCs have been optimized from using the four Yamanaka factors, *Oct4*, *Klf4*, *c-Myc* and *Sox2*, to using only small-molecule compounds and a hypoxic environment [3, 4]. Protocols to induce functional neurons have evolved from using combinations of transcription factors, including Ascl1, Brn2 and Myt1l, to using a single transcription factor, neuronal differentiation 1 (NeuroD1) [5, 6]. In 2015, five reports from four laboratories, including ours, induced neurons or neuron-like cells *in vitro* and *in vivo* using only small-molecule compounds and growth factors, both from mouse and human somatic cells [7–11].

The reported neuronal conversions all included two phases and used two mediums, the initial induction medium in the induction phase and the late maturation medium in the maturation phase [8, 9, 11]. The initial induction medium induced somatic cells towards neuron-like or TuJ^+^ cells, and the late maturation medium further converted TuJ^+^ cells to functional neurons. Because maturation medium alone cannot induce TuJ^+^ cells, initial induction medium is critical to induce neuronal characteristics during the conversion although it cannot fully generate functional neurons. In addition, the major differences among these five protocols lie in the small-molecule compounds used in the induction phase, although valproic acid (VPA, histone deacetylase inhibitor), CHIR99021 (glycogen synthase kinase 3 inhibitor) and forskolin/cAMP (cAMP inducer) have been used in at least three protocols [7–11]. Thus the mechanisms underlying the initial induction phase were focused in the current investigations.

In our previous report, neuronal characteristics can be induced with simple defined 5C medium, which only includes DMEM/F12, N2, bFGF, leukemia inhibitory factor, vitamin C and 2-mercaptoethanol [11]. Based on the morphological and gene expression changes during the conversion with 5C medium [11], we propose a sequential epithelial–mesenchymal transition (EMT)-mesenchymal–epithelial transition (MET), which has been reported during embryonic development, cancer progression and the generation of induced pluripotent stem cells (iPSCs) [12,13, 14]. We hypothesized that the early EMT may poise the cells in a state more suitable for further cell fate conversion [15, 16]. This hypothesis was first tested during the 5C-induced conversion and then during the conversions with other protocols.

## Results

### Facilitated proliferation and migration during the conversion

5C medium converts mouse embryonic fibroblasts (MEFs) into neuron-like cells or TuJ^+^-positive cells within 14 days. However, these neuron-like cells or TuJ^+^-positive cells are not fully functional neurons [11]. These neuron-like cells can be further converted to neurons by using maturation medium. The other reported protocols which use small-molecule compounds to induce direct neuronal conversions also include at least two phases [7,8,9, 10], the earlier induction phase and the later maturation phase. The induction medium converts the cell fate of MEFs to neuronal cell fate, while the maturation medium further converts the neuron-like or intermediate cells to functional neurons. As maturation medium cannot induce neuronal conversion alone, it is reasonable to suggest that the essential role of induction medium in inducing neuronal characteristics. In the current study, the mechanisms employed by the induction medium, or current 5C medium, to induce neuronal characteristics were investigated.

The expression of markers of fibroblasts, MEFs, primary astrocytes, neurons and NSCs were determined by quantitative PCR (qPCR) in TuJ^+^ cells and remaining cells. Based on the gene expression listed in Supplementary Figure S1A and B, the current neuron-like cells were closer to primary neurons. As the fibroblast markers, *Snai1/2* and *Twist2*, have significant higher expression in MEFs than in primary astrocytes, while *Gfap* and *Slc1a3* are more specific for astrocytes [17], the remaining cells were closer to MEFs (Supplementary Figure S1C). Both kinds of cells were far away from primary astrocytes or NSCs.

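Total RNA from mouse embryonic fibroblasts (MEFs), the connective tissue cells of mouse embryos from which the conversion starts, was sequenced before the change of medium (day 0) and on days 2, 5, 10 and 14 of 5C medium. There was 1 library per time point, so no difference between time points has a replicate check. The labels of the deposited data name the medium 6C and give 5000 cells per well, where the paper gives 5C and 50000 cells per well. The label of the last library reads day 14, as in the paper, although the treatment text beside it names day 15. For each library the authors deposited expected counts per gene, the estimated and not always whole numbers of reads that RSEM assigns to genes, with TPM and FPKM values beside them. The paper's text does not name the aligner, the genome build or the gene annotation. The expected counts summed to 3890334 on day 0, 2253748 on day 2, 3392356 on day 5, 3885124 on day 10 and 3362149 on day 14. At these depths the smallest share that 3 counts can show lay between 0.771 per 1000000 counts on day 0 and 1.33 per 1000000 counts on day 2. The 10 most abundant genes held 8.10% of the counts on day 0 and 14.2% on day 2, when Gm42418 alone held 4.79%. Expected counts were divided by effective library sizes from edgeR's TMM method over all 5 libraries, with TMM factors of 0.856, 0.808, 1.11, 1.19 and 1.10 from day 0 to day 14, and were scaled to the geometric mean of the effective library sizes. Expression changes are log2 ratios of the normalized count plus 1 to the day 0 normalized count plus 1. The 95% intervals of gene lists came from 1000 Poisson resamplings of the counts, and those of single genes were exact Clopper-Pearson intervals of the counts in the libraries compared. Reads carried no molecular identifiers, so these intervals and the smallest share cover counting error only. The identifiers of 27247 of 27729 genes were matched to GENCODE M21 (GRCm38), from which gene symbols and coordinates were taken.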

Defined 5C medium (Supplementary Table S1) was used to treat MEF cells for 14 days, and gene expression profiles were analysed on days 0, 2, 5, 10, and 14 [11]. Seven clusters of enriched gene ontology terms were identified for the genes whose expression changed significantly (Figure 1a and Supplementary Table S2). 

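Of the 13346 genes with 10 or more expected counts in 1 or more libraries, 5049 rose over 2-fold at 1 or more of the 4 later time points and 4637 fell over 2-fold, with 720 genes in both groups. On day 2, 2023 genes were over 2-fold above day 0 and 1745 were over 2-fold below it. On day 10, when the most genes had changed, the numbers were 3826 and 2974. On day 14 they were 3268 and 2657. With a 4-fold threshold 2420 genes rose and 1583 fell, and with TPM values in place of normalized counts 7993 genes rose and 2727 fell. In simulated libraries of the same depths with counting noise only, 4.72% of unchanged genes also passed the 2-fold threshold. Of those with a mean of 100 or more counts 0% did. Differences between cultures or library preparations were not simulated, so these shares do not cover them. The paper's table of the 7 clusters (Supplementary Table S2) lists 113 genes under Clusters I and II, 454 under Clusters III to V, 321 under Cluster VI and 150 under Cluster VII. Changes over 2-fold in the direction of the cluster were found for 101 genes of Clusters I and II, 422 of Clusters III to V, 304 of Cluster VI and 145 of Cluster VII.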

Consistent with the gradual acquisition of neuronal characteristics, genes related to neuron projection and neuron cell fate (Clusters I and II) were up-regulated (Figure 1b). 

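The 113 genes of Clusters I and II rose by a mean log2 change of 0.48 (95% interval 0.37 to 0.58) on day 2, 1.71 (1.64 to 1.79) on day 5, 3.01 (2.94 to 3.07) on day 10 and 2.82 (2.75 to 2.88) on day 14. On the log10 scale of the colour bar in Figure 1, these means were 0.143, 0.515, 0.905 and 0.848. All 113 genes were above day 0 on days 10 and 14, and 99 of them were over 2-fold up on day 10. From day 10 to day 14 the mean changed by −0.19 (−0.23 to −0.16), with 38 genes rising and 75 falling. The median change on day 14 was 2.25, at percentile 100 of 10000 random lists of as many genes with equal mean expression, although the genes had been picked for a change. The lowest mean on day 14 among the alternatives tried was 2.06, over the genes with 10 or more expected counts in every library. Among the genes with 100 or more expected counts in 1 or more libraries, Slitrk6 (ENSMUSG00000045871, chromosome 14, 110748580 to 110755149), Gjc3 (ENSMUSG00000056966, chromosome 5, 137953461 to 137963098) and Cldn11 (ENSMUSG00000037625, chromosome 3, 31149920 to 31164324) rose most by day 14. Slitrk6 went from 1 expected count on day 0 to 621 on day 14, Gjc3 from 0 to 307 and Cldn11 from 1 to 488. The 4 representative neuron projection genes rose as well. Map1b changed by 2.18 (1.92 to 2.46) and Reln by 5.48 (4.69 to 6.77) on day 14. Robo1 was highest on day 10, with a change of 2.11 (1.63 to 2.68), and was at 0.87 (0.31 to 1.50) on day 14. Tubb3 rose from a normalized count of 22.1 on day 0 to 161 on day 14, a log2 change of 2.81 (2.24 to 3.60). Clusters I and II share 2 genes with a list of pan-neuronal markers and 5 with a list of Schwann cell and neural crest markers. On day 14 the pan-neuronal median was −0.05, or 0.66 with TPM values, and 6 of 13 genes were over 2-fold up and 4 over 2-fold down. The Schwann cell and neural crest median was 6.10. The rise of Clusters I and II is therefore not specific to neurons.

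**Figure D1:**
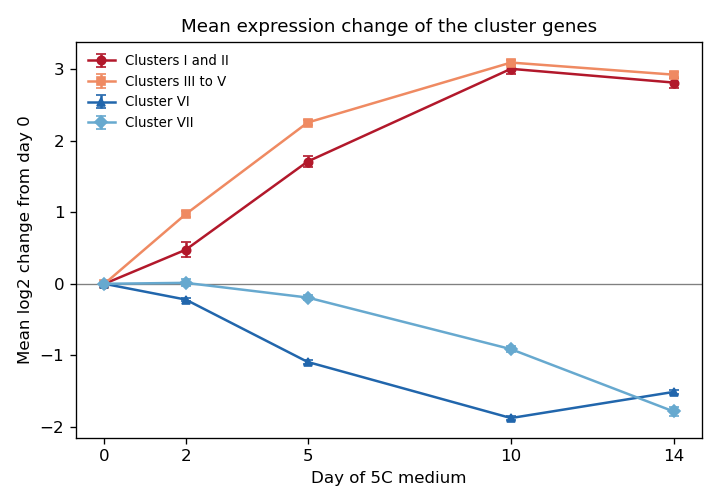
Mean log2 change from day 0 (y axis) of the genes of Clusters I and II, III to V, VI and VII against the day of 5C medium (x axis), with 95% intervals of the counting error as bars. Both groups of rising clusters are highest on day 10, at 3.01 and 3.10, Cluster VI is lowest on day 10, at −1.88, and Cluster VII is lowest on day 14, at −1.79.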

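The 454 genes of Clusters III to V rose by a mean log2 change of 0.97 (95% interval 0.93 to 1.02) on day 2, 2.26 (2.22 to 2.29) on day 5 and 3.10 (3.06 to 3.13) on day 10, and were at 2.93 (2.89 to 2.96) on day 14. On the log10 scale these means were 0.293, 0.679, 0.932 and 0.881. From day 10 to day 14 the mean changed by −0.17 (−0.19 to −0.15), with 275 genes falling and 179 rising. Of the 3 genes that rose most by day 10, Cd5l (ENSMUSG00000015854, chromosome 3, 87357881 to 87371073) went from a normalized count of 0 on day 0 to 385 on day 10 and 333 on day 14. Chl1 (ENSMUSG00000030077, chromosome 6, 103510586 to 103750211) went from 2.97 to 1185 and 869. C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136) went from 1.98 to 881 and 1044, and so rose by 0.24 (0.13 to 0.36) on the log2 scale from day 10 to day 14, unlike the mean of the clusters. The EMT score was the sum of the log2 changes of 61 genes up in EMT minus that of 24 genes down in EMT, divided by the 85 genes. It was −0.39 (−0.46 to −0.32) on day 2, 0.11 (0.06 to 0.16) on day 5, 0.48 (0.43 to 0.52) on day 10 and 0.43 (0.38 to 0.49) on day 14. The corresponding log10 scores were −0.116, 0.0321, 0.143 and 0.130. From day 10 to day 14 the score changed by −0.0456 (−0.0876 to −0.00393), a step close to the limit of the counting error. The change was larger with TPM values, at −0.19, and with quantile normalization, at −0.13. The score rose by 0.0406 instead when all 126 mouse homologs named in the EMT table were used. The genes up in EMT fell by 0.18 over these days, and the genes down in EMT, which would raise the score by falling, fell by 0.29. The step lay at percentile 24.6 of the changes of random lists matched on expression and gene length, within their central 95%. Among single markers, Fn1 changed by 0.10 (0.06 to 0.14) on day 2, 0.58 (0.55 to 0.61) on day 5, 0.75 (0.72 to 0.78) on day 10 and −0.52 (−0.56 to −0.49) on day 14. Cdh2 was below day 0 on days 2 and 5, at −1.25 (−1.50 to −1.02) and −1.32 (−1.51 to −1.13), and was at 0.72 (0.60 to 0.85) on day 10 and −0.30 (−0.45 to −0.15) on day 14. Zeb1 was at 0.94 (0.51 to 1.40), 1.22 (0.87 to 1.62), 1.92 (1.60 to 2.29) and 1.66 (1.33 to 2.05) on the 4 days. The changes of Snai2, 0.40 (−0.02 to 0.81), 0.34 (−0.01 to 0.69), 0.09 (−0.26 to 0.43) and 0.10 (−0.26 to 0.46), were within counting error of day 0. The epithelial gene Epcam had 0 expected counts on day 0 and 8 on day 14, a log2 change of 3.03 with a lower limit of 0.62. Cdh1 had at most 2 in any library and Ocln had 0 in every library, so changes of these 2 genes were not detectable at this depth. In a list of 12 epithelial marker genes that includes these genes, 3 genes had 10 or more expected counts in 1 or more libraries. On day 2, 2 of them were over 2-fold above day 0 and 1 was over 2-fold below it. All 3 were over 2-fold below day 0 on day 14. Of these, Krt8 had only 8 expected counts on day 0 and 3 on day 14, and no interval was computed for it. From the expression changes of the adhesion and migration genes of Clusters III to V, the paper proposes a sequential EMT-MET. For it the paper also cites the expression changes of EMT and MET markers (Figure 1d). Its further evidence includes scores from quantitative PCR, migration assays and treatments with TGFβ and E616452, which were not analysed here.

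**Figure D2:**
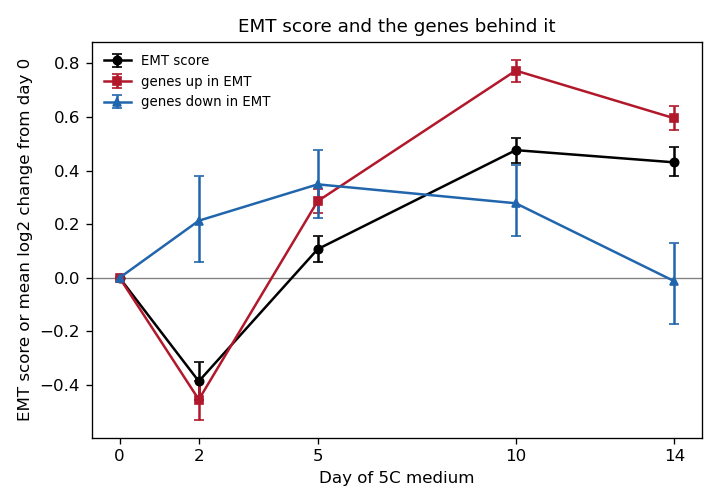
EMT score, and mean log2 change from day 0 of the 61 genes up in EMT and the 24 genes down in EMT (y axis), against the day of 5C medium (x axis), with 95% intervals of the counting error as bars. The score goes from −0.39 on day 2 to 0.48 on day 10 and 0.43 on day 14.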

The expression changes of genes in Cluster III–V that related to adhesion and migration suggested a sequential EMT-MET (Figure 1c), which was further confirmed by the expression changes of EMT and MET markers (Figure 1d). Suppression of genes related to oxidative phosphorylation (Cluster VI) and cell cycle (Cluster VII) suggested a metabolic switch and proliferation regulation (Figure 1e and f).

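The 321 genes of Cluster VI changed by a mean log2 value of −0.22 (95% interval −0.24 to −0.20) on day 2, −1.09 (−1.12 to −1.07) on day 5, −1.88 (−1.90 to −1.86) on day 10 and −1.51 (−1.54 to −1.49) on day 14. On the log10 scale these means were −0.0665, −0.329, −0.565 and −0.455. All 321 genes were below day 0 on day 10, and from day 10 to day 14 the mean rose by 0.37 (0.34 to 0.39), with 273 genes rising. Syn3 (ENSMUSG00000059602), Eno3 (ENSMUSG00000060600) and Timm8a1 (ENSMUSG00000048007) fell most by day 10, with log2 changes of −5.33 (−6.62 to −4.53), −4.39 (−4.88 to −4.00) and −4.24 (−5.03 to −3.68). The genes of Cluster VI were short, with a median length of 1276 bases against 2525 bases for all genes kept, and short genes fell as a group on day 10. The median log2 change was −1.15 in the 2670 shortest genes and 0.92 in the 2669 longest. Random lists matched to Cluster VI on expression and length had a median change of −0.78 on day 10, where the cluster's own median was −1.85. The paper had picked the genes of the clusters for a change in these same libraries. This comparison therefore cannot separate gene length from selection. With TPM values the cluster's mean on day 10 was −0.75. The 150 genes of Cluster VII were at 0.01 (−0.04 to 0.06) on day 2, −0.19 (−0.23 to −0.15) on day 5, −0.91 (−0.96 to −0.87) on day 10 and −1.79 (−1.85 to −1.72) on day 14. The log10 means were 0.00405, −0.0579, −0.275 and −0.537. All 150 genes were below day 0 on day 14. With TPM values the mean of Cluster VII was −0.80 on day 14, and on day 10 it was above 0, at 0.0423 on the log10 scale. Hmga2 (ENSMUSG00000056758) fell most by day 14, by 4.10 on the log2 scale, followed by Krt7 (ENSMUSG00000023039), which fell by 3.98, and S100a6 (ENSMUSG00000001025), which fell by 3.60.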

To further establish the connection between proliferation/migration with neuronal conversion, a live-cell imaging system was then used (Supplementary Movies S1, S2, S3). Two criteria—length-to-width ratio over 5 and at least two neurite outgrowths—were used to identify neuron-like cells and resulted in a significant overlap (over 85%) with TuJ^+^ cells (Figure 1g). A significant increase of neuron-like or TuJ^+^ cells was observed between days 4 and 9, which correlated with the higher proliferation rate (Figure 1h), enhanced cell migration (Figure 1i) and EMT at the early stage (Figure 1j, Supplementary Tables S3 and S4), which suggested the beneficial roles of enhanced cell proliferation and migration for the neuronal conversion.

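The EMT score based on RNA-seq rose by 0.49 (95% interval 0.43 to 0.55) from day 2 to day 5 and by 0.37 (0.33 to 0.41) from day 5 to day 10. It had been below the day 0 level on day 2, at −0.39 (−0.46 to −0.32). In both steps the genes up in EMT carried the rise, with means of 0.74 (0.68 to 0.81) and 0.49 (0.46 to 0.52). The means of the genes down in EMT, 0.14 (−0.01 to 0.28) and −0.07 (−0.17 to 0.04), were within the counting error. Of the genes up in EMT, 46 of 61 rose from day 2 to day 5 and 45 of 61 from day 5 to day 10. Abca1 (ENSMUSG00000015243, chromosome 4, 53030787 to 53159895), Lum (ENSMUSG00000036446, chromosome 10, 97565128 to 97572703) and Mme (ENSMUSG00000027820, chromosome 3, 63241537 to 63386030) contributed most to the score on day 10. Their log2 changes were 5.83 (5.23 to 6.70), 5.47 (4.95 to 6.18) and 5.12 (4.54 to 5.93).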

However, a small decrease in cell migration was observed on day 2 during 5C-induced conversion (Figure 1g–j). Such decrease was attributed to the serum removal when 5C medium was used to replace original fetal bovine serum (FBS) medium, as pre-treatment of serum-free medium inhibited proliferation partially by increasing apoptosis, promoted cells towards an epithelial state, impaired cell migration and prohibited neuronal induction by 5C medium (Supplementary Figure S1D–H).

Although enhanced proliferation and migration correlated with the increase of TuJ^+^ cells at the early stage (days 4–9), the proliferation inhibition and migration arrest at the late stage (days 10–14) were consistent with the characteristics of mature neurons. In addition, although a constant change towards primary neurons was suggested during the current conversion (Figure 1b, Supplementary Figure S2A and B), the expression changes for genes related to EMT/MET, oxidative phosphorylation (OX) and glycolysis (Gly) suggested that the late stage is more similar to neuronal conversion than the early stage (Supplementary Figure S2C–F and Supplementary Table S5). Furthermore, *Bcl2*, which facilitates the metabolic switch from glycolytic to oxidative metabolism during neuronal conversion with Ascl1 [18], was suppressed at the early stage and up-regulated at the late stage (Supplementary Figure S2F). Thus, the early stage of the current conversion is either redundant or is to prepare cells for further conversion.

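The metabolism score was the sum of the log2 changes of 118 genes of the oxidative phosphorylation pathway minus that of 62 genes of the glycolysis pathway, divided by the 180 genes. It was 0.09 (95% interval 0.04 to 0.13) on day 2, −0.47 (−0.51 to −0.43) on day 5, −0.82 (−0.87 to −0.78) on day 10 and −0.64 (−0.68 to −0.60) on day 14, so that it rose by 0.19 (0.15 to 0.22) from day 10 to day 14. From day 5 on the oxidative phosphorylation genes set most of the score. Their mean log2 changes on the 4 days were 0.04 (−0.01 to 0.08), −0.76 (−0.80 to −0.72), −1.40 (−1.45 to −1.36) and −1.07 (−1.10 to −1.03). From day 10 to day 14, 96 of these genes rose and 14 fell. The glycolysis genes were at −0.18 (−0.29 to −0.08), −0.08 (−0.17 to 0.01), −0.28 (−0.38 to −0.18) and −0.18 (−0.27 to −0.08). The median of the glycolysis genes with 10 or more expected counts was −0.49 on day 10 and was above 0 with TPM values, at 0.73. With TPM values, the measure that moved the score most, the metabolism score was −0.44 on day 10. The oxidative phosphorylation genes are short, with a median length of 799 bases. Random lists matched on expression and, in coarse groups, on length had a median change of −1.44 on day 10. The pathway genes with 10 or more expected counts were at −1.92. Uqcrq and Cox5a were the pathway genes that lowered the score most on day 10, with log2 changes of −3.29 (−3.51 to −3.08) and −2.87 (−3.09 to −2.68), together with the glycolysis gene Aldh1a3, which was at 3.79 (2.80 to 6.10). The profiles of primary neurons that the paper compares with were not analysed here.

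**Figure D3:**
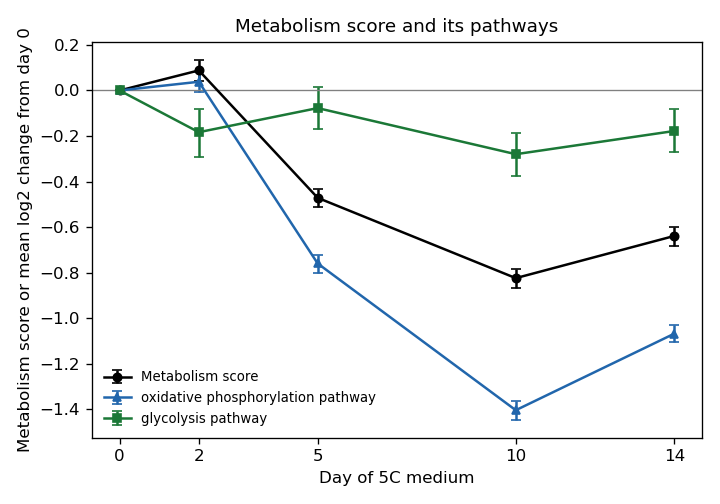
Metabolism score, and mean log2 change from day 0 of the oxidative phosphorylation and glycolysis pathway genes (y axis), against the day of 5C medium (x axis), with 95% intervals of the counting error as bars. The score is lowest on day 10, at −0.82, and is at −0.64 on day 14.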

### Early mitosis is critical for the conversion

By using the live-cell imaging system, each individual cell on day 14 during the conversion was traced back to MEFs, on day 0. Actually, three major types of cells, neuron-like, shrunken and MEF-like cells, accounted for more than 97% of the surviving cells on day 14 (Figure 2a and b). MEF-like cells accounted for about 25% cells on day 0 but only about 10% cells on day 14, because of their low proliferation rate (Figure 2b and c). Neuron-like and shrunken cells were not observed at the beginning of the conversion but account for ~90% cells on day 14, because of the conversion from MEFs and high proliferation rates (Figure 2b and c). The migration of these three types of cells all peaked around days 5–10, which correlated with their higher proliferation in the similar time period (Figure 2c and d).

The generation of neuron-like cells was then traced with live-cell imaging. Some cells acquired neuron-like morphology immediately after one particular round of mitosis and continued to produce more neuron-like cells (Figure 2e). However, some other cells acquired neuron-like morphology with low or even no mitosis (Figure 2f). Although the number of converted cells with low mitosis was ~6-fold higher than that of cells that converted with high mitosis, their contribution to the final neuron-like cells on day 14 was only ~8% (Figure 2g and h). In addition, the conversions of cells with low mitosis were much later than the conversion of cells with high mitosis. Thus, mitosis is critical for the induction of neuron-like cells from MEFs.

Similar phenomena were observed with shrunken and MEF-like cells. More cells were converted with low mitosis than with high mitosis, but their contributions to the final cells were less and averaged conversion time was later (Supplementary Figure S3A–F). Therefore, mitosis is essential for the conversion of all three types of cells.

As summarized in Figure 2i, ~53% of initial MEFs converted to neuron-like and shrunken cells either with high mitosis at the early-to-middle stage, or converted directly at the middle-to-late stage without significant mitosis. Approximately 23% and 24% of initial MEFs converted to MEF-like cells and unclassified cells, respectively. However, as MEF-like and unclassified cells suffered from the initial proliferation inhibition resulting from serum removal, and more cells underwent apoptosis during the conversion, the final percentages of MEF-like and unclassified cells converted from MEFs on day 14 were small (Supplementary Figure S3G–I).

To further confirm the contribution of cell proliferation to the conversion, the regulatory effects of the highly selective CDK4/6 inhibitor, PD0332991 [19], on conversion were then determined. PD0332991 did not significantly affect the final percentage of TuJ^+^ cells until concentrations of 2.5 μm or higher were used, which fully blocked proliferation (Figure 2j). In addition, PD0332991 had a greater inhibitory effect on the final number of TuJ^+^ cells when used at the early stage and a greater inhibitory effect on the final percentage of TuJ^+^ cells when used at the late stage (Figure 2k and l), possibly because of the different time-dependent regulations on the proliferation of the three cell types (Figure 2c).

If cell proliferation is important, the initial cell density and activation of Notch pathway should also be important for the conversion. 

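The 11 Notch pathway genes of Supplementary Figure S4A changed by a mean log2 value of 0.34 (95% interval 0.06 to 0.62) on day 2, 1.58 (1.39 to 1.82) on day 5, 2.43 (2.26 to 2.65) on day 10 and 1.75 (1.55 to 1.97) on day 14. All 11 genes were above day 0 on days 5 and 10. Their median change on day 10, 2.29, was at percentile 99.95 of random lists matched on expression and gene length. The paper's text does not state how these 11 genes were chosen, so this percentile may also reflect their choice. With TPM values, the measure that moved it most, the mean on day 10 was 3.09, and over the genes with 10 or more expected counts in every library it was 1.83. From day 10 to day 14 the mean fell by 0.68, and 10 of the 11 genes fell. Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663) rose from a normalized count of 39.8 on day 0 to 487 on day 10 and was at 452 on day 14. Notch3 (ENSMUSG00000038146, chromosome 17, 32120820 to 32166852) rose from 66.3 to 276 and was at 96.5 on day 14. Rbpj (ENSMUSG00000039191) was highest on day 2, at 572 against 204 on day 0, and was at 163 on day 14. Hes1, which is not among the 11 genes, was 4.24-fold below day 0 on day 10, its largest change. The mean therefore describes the RNA of the 11 genes and does not measure the activity of the pathway. These libraries come from 1 initial density, so the effect of density was not analysed here.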

Actually, Notch pathway activation was observed during the conversion, especially with a high initial density of MEFs (Supplementary Figure S4A and B). Using DAPT, a γ-secretase inhibitor, to block the Notch pathway increased both the number and percentage of final TuJ^+^ cells, which was consistent with the Notch pathway activator Jagged1 (Supplementary Figure S4C and D). DAPT increased the percentage of TuJ^+^ cells by supporting the further proliferation of TuJ^+^ cells and suppressing the proliferation of other cells at the late stage (Supplementary Figure S4E and F). The optimal density of initial MEFs was between 20 000 and 50 000 per well in a 6-well plate (Supplementary Figure S4G).

### Sequential EMT-MET induced by insulin and bFGF

We next investigated which gradient or gradients in 5C medium accounted for the stimulated proliferation. Separately purchased and mixed insulin (I), transferrin (T) and sodium selenite (S) were used to replace N2, and no difference in proliferation or conversion was observed (Figure 3a and b). Furthermore, with sodium selenite or 2Me (B) supplemented in the medium, both insulin and bFGF were found to be essential for proliferation and TuJ^+^ cell induction (Figure 3a–e). Whether insulin and bFGF induced a similar conversion in the mouse brain was then determined. As indicated in Supplementary Figures S6, 5C medium and IFB (DMEM/F12 supplemented with insulin, bFGF and 2-me) medium induced better recovery, as demonstrated with increased tissue inside the lesion that resulted from medium infusion, weaker immunofluorescence response of glial fibrillary acidic protein (GFAP) and more EdU^+^ cells inside and surrounding the lesion.

When the final cell amounts and percentages of TuJ^+^ cells from samples tested during factor deduction were plotted and compared to the curve generated with PD0332991, a curve shift was identified (Figures 2j and 3a–f), which suggested that insulin and bFGF contribute to TuJ^+^ cell induction via other pathways in addition to promoting proliferation. The first hypothesis was sequential EMT-MET because it also facilitates iPSC generation [12].

Both insulin and bFGF increased cell migration as demonstrated using transwell assays, wound-healing assays and live-cell tracing (Figure 3g and h and Supplementary Figure S5). In addition, as demonstrated by the expression of EMT or MET markers, insulin and bFGF were necessary and sufficient to induce sequential EMT-MET during the conversion (Supplementary Table S6). TGFβ and E616452 (also named Repsox) were then used to modulate the sequential EMT-MET (Supplementary Table S6). Inhibiting either early EMT or late MET impaired the conversion (Figure 3i and j). Similar regulatory roles of TGFβ and E616452 were observed with neuronal conversion induced by IFB medium (Figure 3k and l). Therefore, insulin- and bFGF-induced sequential EMT-MET is also required for the induction of TuJ^+^ cells.

### Sox2 can replace sequential EMT-MET

To establish the connection between sequential EMT-MET and the neuronal conversion, Pscan [20] was used to identify potential transcription factors that are directly upstream of the genes related to neuron projection in Figure 1a and b. 

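Supplementary Table S7 holds 36 rows for 34 transcription factors. For a factor with more than 1 row, the row with the largest −log10 p-value of the motif was kept. For each factor the paper's −log10 p-value was multiplied by the largest fold change against day 0, up or down. Fold changes were recomputed from the normalized counts with a pseudocount of 1. The highest score, 206, was that of Sox2, from a fold change of 125 on day 14. Tcfl5 was ranked 2, with a score of 93.4 from an 11.6-fold fall on day 14, and Nr2c2 was ranked 3, with a score of 59.5 from a 22.4-fold rise on day 10. Sox6 and Egr2 followed with scores of 43.4 and 39.1. The motif term of Sox2 was 1.64, against 8.07 for Tcfl5.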

The transcription factors whose binding motifs were over-represented in the listed genes were co-analysed with their expression changes during the induction (Supplementary Table S7). 

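Sox2 (ENSMUSG00000074637) lies on chromosome 3 of GRCm38 from 34650405 to 34652461. Its expected counts were 3 on day 0, 4 on day 2, 50 on day 5, 274 on day 10 and 556 on day 14. The normalized counts were 2.97, 7.24, 43.8, 196 and 497. The log2 change on day 14 was 6.97 (95% interval 5.83 to 9.67), and from day 10 to day 14 Sox2 rose by 1.34 (1.13 to 1.56). The change on day 2, 1.05 (−1.28 to 4.06), was not detectable at this depth. Among the alternatives tried, the pseudocount moved the change on day 14 most, to 5.98 with a pseudocount of 5. Sox2 kept rank 1 of 34 transcription factors in 86.1% of the Poisson resamplings, and 95% of them gave ranks from 1 to 2. From the over-represented motif and this expression change, the paper identifies Sox2 as the most likely candidate.

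**Figure D4:**
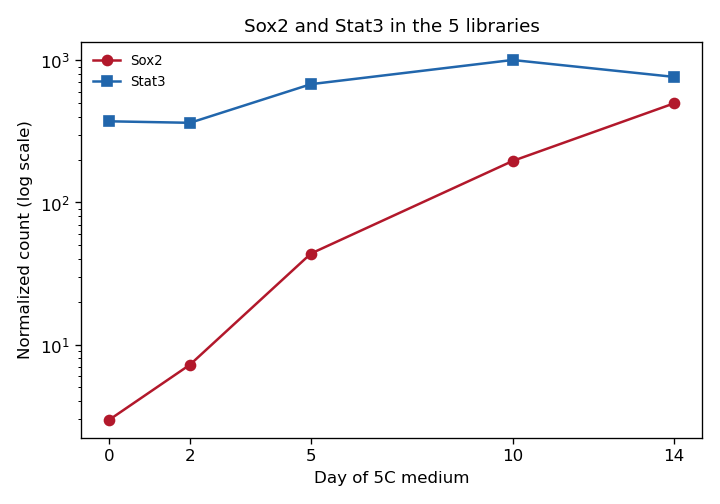
Normalized counts (y axis, log scale) of Sox2 and of Stat3, which the paper places upstream of it, in the 5 libraries against the day of 5C medium (x axis), 1 point per library. Sox2 rises from 2.97 on day 0 to 497 on day 14, while Stat3 is highest on day 10.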

Sox2, whose expression during the conversion lies between MEFs and primary neurons (Supplementary Figure S3A), was identified as the most likely candidate, because of the over-representation of its binding motif and the significant expression change during the conversion (Supplementary Table S7). In addition, late MET, rather than early EMT, is more similar to neuronal conversion when considering EMT and metabolism changes (Supplementary Figure S3). Thus, as a MET inducer [12, 21], Sox2 may play critical roles during the conversion.

The ability of insulin and bFGF to modulate the expression of *Sox2* and its upstream regulator during neuron fate specification, *Stat3 * [22], was then determined (Supplementary Table S6). Insulin, together with bFGF, induced *Stat3* up-regulation at the early stage (days 0–10) and down-regulation at the late stage (days 10–14; Figure 4a). *Sox2* expression was up-regulated by insulin and bFGF at both the early and late stage (Figure 4a). Multiple inhibitors like MK2206, U73122, Go6983 and LDN193189 were used to determine the mediator between insulin/bFGF and *Stat3/Sox2* (Supplementary Figure S7A–D). MK2206, an Akt inhibitor, attenuated the up-regulation of *Sox2* and *Stat3* and impaired the induction of TuJ^+^ cells (Supplementary Figure S7A–D), suggesting a pathway from insulin/bFGF to Akt and then to *Stat3/Sox2.*

As insulin and bFGF-induced neuronal conversion by accelerating cell proliferation and inducing sequential EMT-MET, the connection between sequential EMT-MET and up-regulated *Stat3/Sox2* was studied [23]. Actually, *Stat3* up-regulation was observed in more than 70% of EMT microarrays analysed previously (Supplementary Table S8 and [23]). In contrast to the universal up-regulation of *Stat3*, the up-regulation of *Sox2* and the four representative neuron projection markers were enriched in data sets with strongly induced EMT (Supplementary Table S8 and [23]). Therefore, the following hypothesis was proposed. Insulin- and bFGF-induced early EMT up-regulated *Stat3* and, subsequently, *Sox2* and neuron projection genes. When *Sox2* expression reached a certain criterion, its ability to induce MET overwhelmed insulin- and bFGF-induced EMT, leading to the switch from EMT to MET (sequential EMT-MET), the down-regulation of *Stat3*, and further conversion to neurons.

To confirm this hypothesis, TGFβ was used for the first 3 days, and E616452 was used for the last 3 days during the conversion. Both treatments facilitated neuronal conversion (Figure 3i–l), which correlated with enhanced *Sox2* up-regulation on both days 10 and 14, *Stat3* up-regulation on day 10 and *Stat3* down-regulation on day 14 (Figure 4a–c and Supplementary Table S6). Actually, by calculating the correlation between *Stat3/Sox2* expression and the percentage of TuJ^+^ cells, peaked up-regulation of *Stat3* on day 10 and the constant up-regulation of *Sox2* across whole conversion related highly to the high conversion efficiency.

Other evidences also support this hypothesis. First, the two strong EMT inducers, insulin and bFGF, are difficult to induce late MET (Supplementary Figure S3G and H). In addition, Sox2 bound to the locus of genes related to neuron projection in undifferentiated NSCs and resulted in their up-regulation during differentiation from NSCs to neurons, based on previous published RNA-seq and microarray results (Supplementary Table S9). Furthermore, *Sox2* induced MET in MEFs cultured with FBS medium, in NSC differentiation and during reprogramming (Supplementary Figure S7E–G and Supplementary Table S10). Actually, overexpression of *Sox2* during 5C-induced conversion impaired the early EMT and facilitated the late MET (Supplementary Table S6).

To further confirm the hypothesis above, expression of *Sox2* and *Stat3* was modulated during the conversion. Although retrovirus-mediated gene delivery impaired the conversion, *Sox2* increased the percentage of TuJ^+^ cells (Figure 4d and e). As *Sox2* was able to up-regulate the four representative neuron projection genes, *Map1b*, *Reln*, *Robo1* and *Tubb3*, in MEFs cultured with FBS medium (Figure 4f), an essential role for *Sox2* during 5C-induced conversion was suggested. In addition, *Sox2* promoted neuronal conversion without inducing the up-regulation of NSC markers, such as *Nestin* and *Pax6* (Figure 4g). *Sox2* overexpression decreased the percentages of both MEF-like and shrunken cells on day 14, but increased the percentage of neuron-like cells (Supplementary Figure S7H).

*Stat3* overexpression facilitated TuJ^+^ cell induction, while *Stat3* suppression with shRNA and cryptotanshinone (Crypto) inhibited this induction (Figure 4h and i). The ability of *Stat3* to induce *Sox2* expression was confirmed in TSB rather than FBS medium (Figure 4j).

Impairing the early EMT with TGFβ decreased the ability of 5C to induce the current conversion. However, *Sox2* overexpression attenuated the early EMT but promoted the conversion. In addition, considering the ability of early EMT to up-regulate *Sox2*, it is reasonable to suggest that the beneficial roles of early EMT during 5C-induced conversion can be attributed to *Sox2* up-regulation at least partially. Thus, *Sox2* may be able to replace sequential EMT-MET, especially the early EMT.

To confirm the hypothesis above, TSB medium was used since it was unable to induce sequential EMT-MET and *Sox2* up-regulation (Supplementary Table S6). Although *Sox2* was unable to induce TuJ^+^ cells in TSB medium, possibly because of the severe proliferation inhibition (Figure 4k, l and s Supplementary Figure S7G), *Sox2* induced low but significant levels of neuronal conversion with the help of epidermal growth factor (EGF; Figure 4k and l). The TuJ^+^ and remaining cells induced by *Sox2* in TSB+EGF were similar to those induced by 5C medium (Figure 4m–o).

Overexpression of *Sox2* in TSB medium with EGF induced MET directly instead of early EMT (Supplementary Table S6), further supporting the hypothesis that *Sox2* overexpression was a downstream effects of early EMT and led to further MET and conversion.

The ability of EGF to facilitate proliferation and to slightly inhibit TuJ^+^ cell induction suggested that sequential EMT-MET and proliferation were critical and sufficient for current conversion. The neuron-like cells generated with Sox2 and EGF were not significantly different from those generated with 5C medium when considering the expression of several fibroblast and neuron markers (Figure 4n).

Sequential EMT-MET is also observed during the generation of iPSCs when the four Yamanaka factors, Oct4, Klf4, c-Myc and Sox2, are introduced in a particular sequence: OK+M+S [12]. The 5C medium was approximately twofold more efficient than traditional mES medium in inducing GFP^+^ iPSC colonies with OKMS (Supplementary Figure S8A and B). Subsequent qPCR analysis suggested that 5C medium inhibited MET at the early stage but promoted it at the late stage (Supplementary Figure S8C and D). To validate this finding, Sox2 was removed from the reprogramming system, and an even larger difference in reprogramming efficiencies was observed, which correlated with enhanced up-regulation of *Stat3* and *Sox2* (Supplementary Figure S8E and F).

### Other neuron-induction processes

The other three reported protocols also induced TuJ^+^ cells from somatic cells [8,9,10]. We then applied these protocols in MEFs, and all three protocols successfully induced TuJ^+^ cells though with different efficiencies (Figure 5a–c). During the conversion induced by 5C medium or with the protocol provided by Pei Gang’s laboratory [8], up-regulation of *Stat3, Sox2* and EMT markers, such as *Zeb1* and *Slug,* was observed. However, *NeuroD1* up-regulation, which is considered a major mechanism for neuronal conversion [6, 7, 10], was not observed (Figure 5d and e). In contrast, the up-regulation of *NeuroD1* but not *Stat3*, *Sox2*, *Zeb1* or *Slug* was observed with the other two protocols (Figure 5f and g) [9, 10], suggesting that different routes may be employed during different neuronal conversions.

In addition, such hypothesis was supported by the different abilities of *NeuroD1* and *Sox2* to modulate different neuronal conversions. Overexpression of *NeuroD1* impaired the conversions with Sox2 overexpression, like 5C-induced or that reported by Pei’s Lab, while facilitated the other two conversions (Figure 5h). Overexpression of *Sox2* modulated the conversions just oppositely.

The major components of 5C medium, insulin and bFGF, were identified in four of the five conversion protocols, and the reason why the other protocols require additional compounds for the conversion might be the frequently used B27 (Figure 5c). A concentration of 0.1% B27 significantly inhibited the conversion (Figure 5i and j). Although the exact concentrations of B27 gradients are not available [24], hydrocortisone (hydro), which has been suggested to promote proliferation of primary glial cells and fibroblasts [25, 26], significantly inhibited neuronal conversion (Figure 5i and j). The other commonly used components, CHIR99021, VPA and Forskolin/cAMP, counteracted B27 and rescued the inhibitory effects of B27 to different extents (Figure 5i and j).

## Discussion

NeuroD1 is sufficient to convert astrocytes to glutamatergic neurons *in vivo* [6]. In addition, Isx9, which induces *NeuroD1* expression via Ca^2+^ influx, is involved in neuronal conversion [9]. However, *NeuroD1* overexpression significantly inhibited TuJ^+^ cell induction with the current 5C medium (Figure 5h and i). NeuroD1, a key regulator during adult neurogenesis, can be co-stained with several NSC markers, including Pax6, PSA-NCAM and DCX [27]. The undetected up-regulation of *NeuroD1*, *Pax6* and *Dcx* suggests that the conversion induced by 5C may represent a different way to acquire neuronal characteristics [11]. The ability of overexpressed *NeuroD1* to suppress *Sox2* further suggested the exclusivity of the conversions marked by *NeuroD1* or *Sox2* up-regulation [28].

The migration inhibition, proliferation arrest and metabolic switch suggest that the late or MET stage (days 10–14) of the conversion is substantially closer to a neuronal conversion than the early or EMT stage (days 0–10; Supplementary Figure S9). The function of the early EMT stage is to prepare cells for subsequent conversion. In addition, MET is a necessary early step during reprogramming from MEFs to iPSCs [29], and introducing a temporary EMT before MET further facilitates the process [12, 30, 31]. Thus, we have hypothesized that the early EMT may prepare cells to adopt a better intermediate state for further cell conversion processes [15, 16]. In the current study, Stat3 and Sox2 were identified as the downstream effectors of insulin- and bFGF-induced EMT. The low (around 150–200%) but universal up-regulation of *Stat3* during EMT supports its essential role. However, up-regulation of *Sox2*, *Map1b*, *Reln*, *Robo1* and *Tubb3* was observed only in samples with strongly induced EMT, suggesting the involvement of other downstream effectors of EMT (Supplementary Table S8).

As a MET inducer, *Sox2* serves as the regulator for the switch from EMT to MET; high levels of EMT activate *Sox2* expression and subsequently induce MET. Similar phenomena were also observed when we attempted to determine the optimal infection sequence of the four Yamanaka factors. *Sox2* can be delivered later than the other three factors, and the optimal sequence is OK+M+S [12]. This hypothesis was confirmed by performing the reprogramming with OKMS and OKM in 5C or mES medium (Supplementary Figure S8), suggesting that the 5C-induced, Sox2-related sequential EMT-MET also functions during iPSC generation.

## Materials and methods

### Animal studies

All procedures related to animal studies were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals (NIH Publication No. 80-23) and were approved by the Institutional Review Board in Guangzhou Institutes of Biomedicine and Health. All efforts were made to minimize the number of animals used and their suffering.

Six- to eight-week-old CD-1 (ICR) male mice were housed in groups of three with free access to food and water. Mice were anesthetized by intraperitoneal injection with ketamine (90 mg kg^−1^) and xylazine (10 mg kg^−1^). Saline, 5C medium or IFB medium was then infused into the mouse brain (2.1 mm posterior to the bregma, lateral 1.2 and 3.2 mm to the skull) with an osmatic minipump (0.5 μl h^−1^, 14 days, Model 2002 and Brain Infusion Kit 2, Alzet, Cupertino, CA, USA). Each group had six mice, which was sufficient for the statistical analysis of preliminary studies. No particular method of randomization was used to assign the mice within each cage to the three groups, but no significant differences, especially in body weight, were observed. No mouse was excluded from the final analysis. On day 14, the connecting tube between the osmatic minipump and the brain infusion cannula was cut. The cannula was then sealed and kept in the mouse brain for an additional 2 weeks. On day 28, the mice were perfused with 4% paraformaldehyde after anesthesia and subjected to further analyses.

Mouse brains fixed with 4% paraformaldehyde were cut into 13-μm horizontal sections with a Leica EM FC7. Sections were prepared from 0.5 mm below to 2.0 mm above the end of brain infusion needle (3.7–1.2 mm to the skull). One in every twelve sections was analysed and used to re-construct the tissues inside and surrounding the needle track, to determine the volume of the tissue, to calculate GFAP intensity and to summarize the number of EdU^+^ cells.

### Neuronal conversion

Small-molecule compounds, growth factors and other cell culture materials used in current study are listed in Supplementary Table S1 with their final concentrations, catalog numbers and other necessary information required to repeat the current experiments.

MEFs were derived from 13.5-day ICR mouse embryos after removing the head and all internal organs. After recovery from freezing in liquid nitrogen, MEFs were cultured for two additional passages in non-coated plates with FBS medium. MEFs that normally attached strongly to the plate were further enriched. Thirty seconds of 0.25% trypsin treatment, followed by two gentle PBS washes, removed cells with neurogenic potential and weak attachment. Normally, 50 000 MEFs were plated per well after coating the 6-well plate with Matrigel for 0.5 h. The 5C medium or other induction medium was used for 14 days (live-cell tracing, qPCR and RNA-seq) or 16 days (FACS analysis and cell counting). Half of the medium was replaced with fresh medium every 2 days.

Retrovirus was produced with Plat-E cells and pMXs-based retroviral vectors. After adding polybrene to a concentration of 4 μg/ml, viral supernatant was used to infect MEFs twice, with a 24-h interval. 5C or other medium was used to replace viral supernatant 24 h after the second infection, and this time point was counted as hour 0 or day 0.

Primary neuron cultures were prepared as described previously [32]. In brief, the hippocampus and cortex isolated from mice within 1 day after birth were dissociated with neuron isolation enzyme. Cells were cultured for 3 weeks before maturation with neuron medium. Half of the medium was replaced with glial cell conditioned neuron medium every 2 days.

Primary NSCs were prepared from 13-day ICR mouse embryos [33]. In brief, after the meninges were stripped off, the remaining tissues of the brain were cut into pieces, rinsed with PBS and dissociated with 0.05% trypsin for 10–15 min. The dissociated cells were re-suspended in NSC medium. After the adherence of fibroblasts, the supernatant was cultured to form neurospheres. The NSCs were stored in liquid nitrogen after 5 additional passages to remove any possible contamination with other cells, such as fibroblasts.

As mentioned above, all primary cultures were prepared following previously published protocols. Marker gene expression was described in the manuscript. These cells were subjected to a mycoplasma test (MycoAlert Lonza, Allendale, NJ, USA) to ensure they were free of mycoplasma before use.

### Live-cell image tracing

Live-cell tracing was performed with a Cell Observer (Zeiss, Germany) during the current conversions. Light-field pictures were captured every 60 min. The time when FBS medium was replaced with 5C medium was recorded as hour 0.

Cell tracing was achieved with self-developed software and help from manual correction. In brief, individual cells were identified in each image with the location of the geometric gravity centers, the perimeter-to-area ratios and the length-to-width ratios. Doubling time, Td, was determined based on the log_2_ increase of the cell amount before and after a 24-h interval. The migration ability of one particular cell was determined as the distance between the cell on hour n and on hour n+1. If untraceable, the closest cell on hour n+1 was used for calculation. The following criteria were applied when cells were classified based on their morphologies. Neuron-like cells have a length-to-width ratio over 5 and at least two neurite outgrowths around the cell body. Shrunken cells have a small cell size, a nearly speherical shape (length-to-width ratio <1.5), and a high nucleus-to-cytosol ratio (over 1:5). MEF-like cells have both a large size and a low nucleus-to-cytosol ratio (below 1:10). Other cells were considered unclassified.

Live-cell tracing was performed with density of 20 000 MEFs per well, as it is difficult to trace cells at 50 000 cells per well or higher density. The Cell Observer normally captured two areas in each well of a six-well plate, which accounted for approximately one fourth of the well area. The self-developed software worked well on the first 7 days at 20 000 cells per well density. At the late stage, the software tended to identify several neuron-like cells located together as one single cell. Thus, cells were manually identified to correct the results from the software. In summary, counting total cell amounts, identifying and counting the three major types of cells, and calculating the migration distance were performed every 24 h during the conversion, with both the self-developed software and manual correction. Six independent replicates were analysed, each with ~5000 initial MEFs. The results are provided in Figures 1f–k and 2b–d.

Because the morphological changes and cell migration were strong during the conversion, the current self-developed software was only able to trace the cells before day 5. Thus, 500 initial MEFs from six representative replicates were selected and manually traced; the results are provided in Figure 2e–i and Supplementary Figure S4. Random selection was achieved by dividing each picture captured by the Cell Observer into 5×5 or 25 equal fields and selecting the cells that were closest to the middle of each field. The initial 500 selected MEFs from six independent replicates were traced. The final percentages of different types of cells were similar to those generated with software and manual correction from a large quantity of initial MEFs (at least six independent replicates each, with more than 5000 initial MEFs).

### Generation of mouse iPSCs

In brief, retroviruses encoding *Oct4*, *Klf4*, *c-Myc* and *Sox2* were produced with Plat-E cells and pMXs-based retroviral vectors. The viral supernatants were then used to infect MEFs (15 000 MEFs per well in a 12-well plate) with polybrene at 4 μg ml^−1^ [12]. The mES or 5C medium was used to replace the FBS medium on day 2 after two separate infections on days 0 and 1. Half of the medium was replaced with free mES medium every day. GFP^+^ colony counting was performed every 2 days from days 8–14.

### qPCR

Total RNA was extracted and reversed transcribed using the miScript system (QIAGEN, Valencia, CA), which also included a SYBR Green PCR kit following the manufacturer’s instruction. qPCR was performed on the CFX96 Touch Real-Time PCR Detection System (Bio-Rad). β-actin was used as the internal control to normalize the results from different samples. The primers used are listed in Supplementary Table S10.

### Immunofluorescence and FACS

The protocol followed those reported previously [11]. In brief, cells were fixed with 4% paraformaldehyde after removing the medium and washing three times with PBS. The 13-μm cryostat sections were prepared from mice perfused with 4% paraformaldehyde. These samples were washed twice with PBS and blocked with PBS containing 10% goat serum, 1% bovine serum albumin and 0.3% Triton X-100. Antibodies were diluted with PBS containing 1% goat serum, 1% bovine serum albumin and 0.3% Triton X-100 and incubated with the samples for 12 or 2 h at room temperature. Three PBS washes followed each antibody incubation. Immunofluorescence was detected with a Zeiss LSM810, and FACS assays were performed with a BD Accuri C6 flow cytometer (BD Biosciences, San Jose, CA, USA). Antibodies are listed in Supplementary Table S11.

TUNEL assays were performed with the ApopTag Fluorescein Direct *In Situ* Apoptosis Detection Kit (Millipore, Billerica, MA, USA) following the manufacturer’s instructions. Apoptotic cells were stained with red fluorescence and counterstained with DAPI. Apoptosis (%) was quantified by calculating the percentage of TUNEL^+^ cells in the total DAPI^+^ cells.

### Cell migration

The migration abilities of cells were determined by wound-healing and transwell assays. MEFs were subjected to different treatments such as 5C medium, trypsinized and replated at a density of 400 000 cells per well in a 6-well plate or in a transwell dish (3428, Corning, Inc., Corning, NY, USA). For transwell assays, cells that migrated out of the chamber were assessed 24 h later. For wound-healing assays, a 1-ml tip was used to create a wound 12 h after replating, and the cells that migrated into the wound area were assessed after an additional 12 h.

### EMT and other score calculations

Two methods were used to calculate EMT scores. The first method, which relied on the 130 genetic signatures of human EMT identified previously [34], was developed in our previous report [25]. In brief, the mouse genes homologous to the 130 human EMT signatures were identified based on information from Mouse Genome Informatics (MGI, http://informatics.jax.org/) and HUGO Gene Nomenclature Committee (HGNC, http://www.genenames.org/). These genes were divided into genes that were up-regulated and those that were down-regulated during EMT. The expression changes of these genes were summarized from RNA-seq or microarray data sets after comparing experimental groups to the control group. EMT score=(sum of log_2_ values of up-regulated gene expression changes−sum of log_2_ values of down-regulated gene expression changes)/overall number of genes used for calculation.

The second method was based on the qPCR results of four up-regulated genes, *Cdh2*, *Fn1*, *Slug*, and *Zeb1*, and two down-regulated genes, *Epcam* and *Ocln,* during EMT. The calculation method was similar.

The metabolism scores were calculated with the expression changes of genes in the oxidative phosphorylation (KEGG00190) and glycolysis pathways (KEGG00010). Metabolism score=(sum of log_2_ values of OX gene expression changes−sum of log_2_ values of Gly gene expression changes)/overall number of genes used for calculation.

### EMT microarray data sets

The 74 human and 31 mouse EMT microarray results have been previously collected and analysed [25]. In brief, searching ‘epithelial–mesenchymal transition’ or ‘EMT’ in GEO, removing the data sets that focused on primary cancer samples or tissues, and selecting the data sets for studying the EMT induced by TGFβ or Snai1/Slug/Twist overexpression resulted in 24 human and 17 mouse data sets. The biological replicates of the same treatment were averaged and further normalized to the control samples. If there were multiple treatments to induce EMT in one data set, the same control sample was used. The gene names in each data set were replaced with their official symbols in the downloaded annotations from MGI and HGNC. The data sets were merged based on the official symbols. The results were then transformed into log_2_ values. Finally, the data tables with 74 and 31 EMT-induction samples/pairs for human and mouse, respectively, were generated.

### RNA-seq and other data sets

RNA-seq data during induction were generated previously and deposited in the Gene Expression Omnibus under the accession number GSE68902 [11]. Gene ontology and KEGG analyses were performed with the DAVID online tool [35]. Pscan analysis was performed to identify potential transcription factor binding sites [20]. The other data sets downloaded from GEO are listed in Supplementary Table S12.

### Statistical methods

Experiments were repeated at least five times (*n*≥5) except for RNA-seq. No samples were excluded from the final analysis. The data met normal distributions, and comparisons were performed between groups with similar variance. The data were analysed and compared by two-tailed Student’s *t*-test, one-way analysis of variance with Dunnett’s *post hoc* test, or two-way analysis of variance with Bonferroni’s *post hoc* test using Prism 5 (GraphPad Software Inc., La Jolla, CA, USA). Error bars and ‘*n*’ represent s.d.’s (or standard errors if indicated) and the number of independent experiments, respectively. ‘*’, ‘**’ and ‘***’ represent significant differences (*P*<0.05), (*P*<0.01) and (*P*<0.001), respectively, versus the indicated control groups. The statistical information for each experiment or panel is listed in Supplementary Table S13.

## Figures and Tables

**Figure 1:**
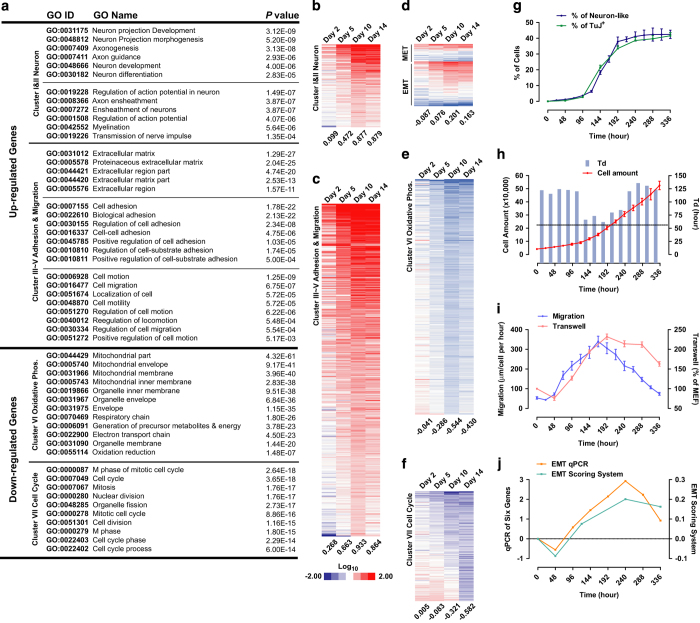
Cell proliferation and migration are induced during the conversion. (**a**–**f**) RNA-seq was performed during 5C-induced neuronal conversion. Genes with significant expression changes (over twofold) were enriched in seven gene ontology (GO) clusters (**a**). Heatmaps were used to summarize the expression changes of genes in these seven clusters (**b**–**f**). Averages of the log_2_ values (EMT scores in **d**) are provided below the heatmaps. (**g**–**j**) Percentages of neuron-like and TuJ^+^ cells were determined by cell morphology and immunofluorescence, respectively, and were consistent with each other (**g**). Cell amounts and doubling times are plotted in **h**. Distances that cells migrated and transwell results are summarized in **i**. The EMT scores based on RNA-seq and qPCR are listed in **j**.

**Figure 2:**
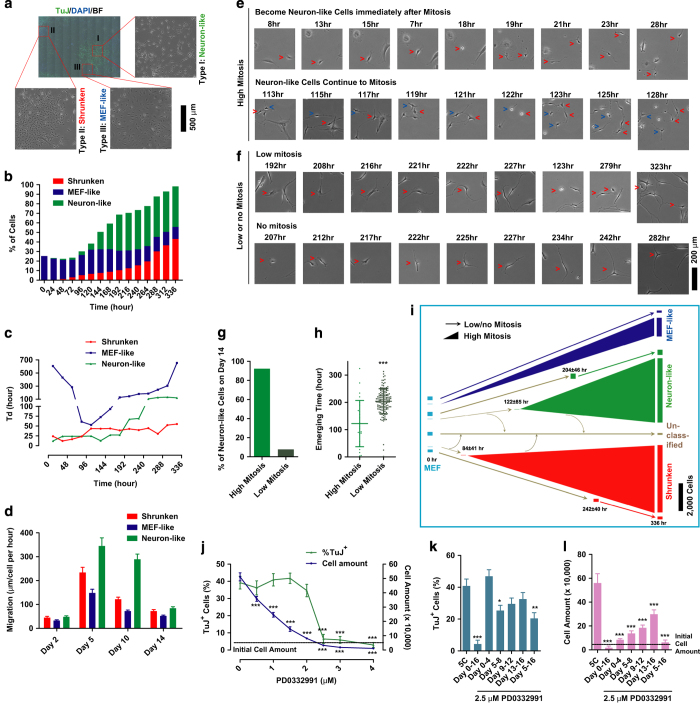
Induction of neuron-like cells requires mitosis. (**a**–**d**) The majority (over 97%) of cells on day 14 were classified as neuron-like, shrunken and MEF-like cells (**a**). The percentages (**b**), doubling times (**c**) and migration abilities (**d**) of these three types of cells are summarized. (**e**, **f**) Neuron-like cells could be induced with high or low (direct conversion) mitosis. In the first picture of each line of pictures, the cells selected for tracing were marked with red arrows. These cells and their daughter cells were marked in the following pictures. When two cells were traced, red and blue arrows were used to distinguish them. (**g**, **h**) The percentages of neuron-like cells induced with high or low mitosis are summarized after tracing 500 randomly selected MEFs (**g**). The averaged emerging time of these two kinds of cells are in **h**. (**i**) Summary of the 5C-induced conversion with 500 randomly selected MEFs. The averaged emerging time of different kinds of cells is also provided. (**j**–**l**) The concentration-dependent and time-dependent effects of PD0332991 on proliferation and TuJ^+^ cell induction.

**Figure 3:**
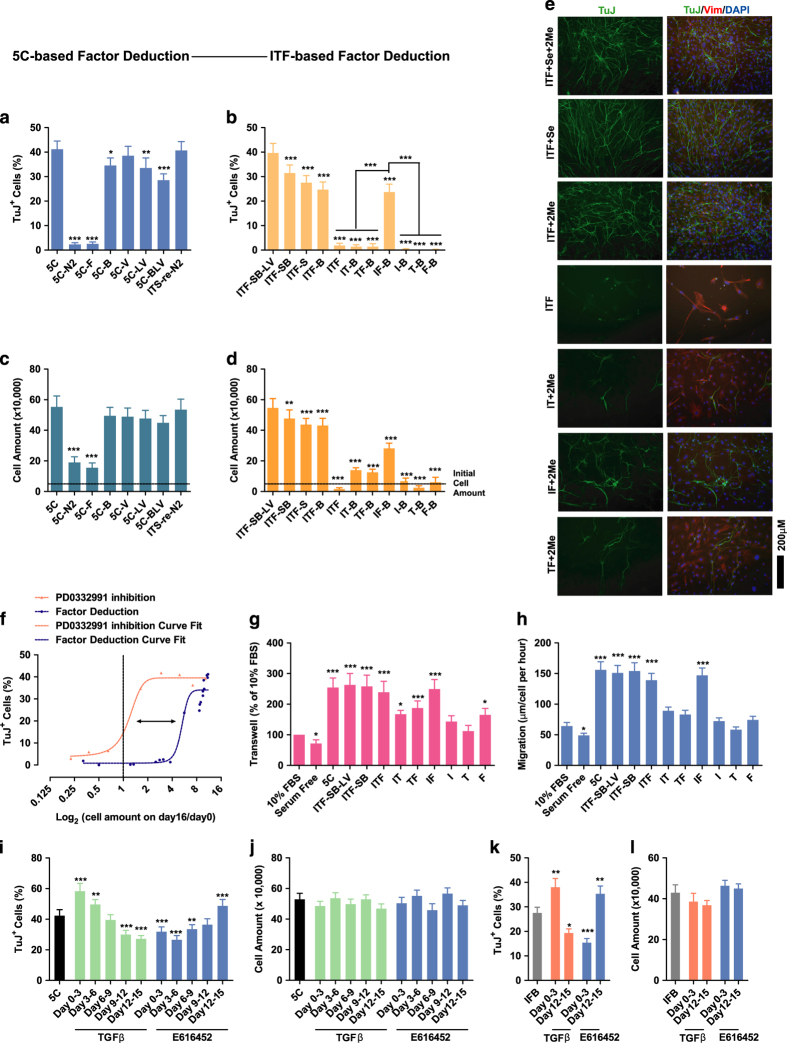
Sequential EMT-MET is essential for the induction. (**a**–**e**) The abilities of 5C and modified mediums to induce proliferation (**a**, **c**) and TuJ^+^ cells (**b**, **d**) were determined with FACS on day 16. Representative immunofluorescence images are provided to indicate the essential roles of insulin and bFGF (**e**). (**f**) Final cell amounts on day 16 were plotted against the percentages of TuJ^+^ cells based on the results from PD0332991 (Figure 2j–l) and factor deduction (**a**–**d**). The shift between the two curves is indicated with a black arrow. (**g**, **h**) Transwell results and migration distances were used to determine cell migration induced by 5C and other modified mediums. (**i**–**l**) TGFβ and E616452 were used to induce EMT and MET, respectively, during the conversion induced by 5C or IFB medium. Proliferation rates and the number of TuJ^+^ cells were determined on day 16. I, T, F, S, B (2me), L, and V was used to suggest that insulin, transferrin, bFGF, sodium selenite, 2-mercaptoethanol, LIF, and vitamin C, respectively, was supplemented in the basal DMEM/F12 (1:1) medium.

**Figure 4:**
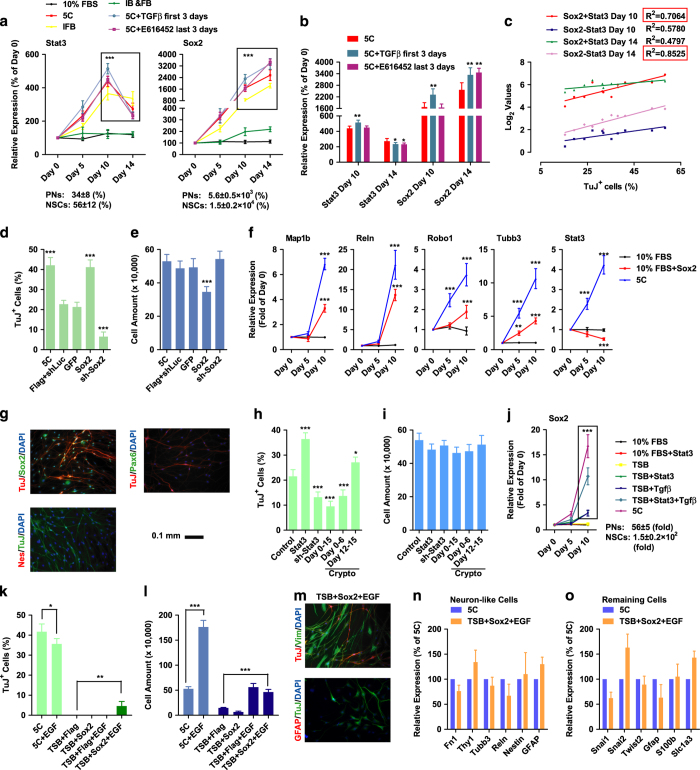
Sox2 replaces the sequential EMT-MET. (**a**) During neuronal conversion, insulin and bFGF regulated the expression of *Stat3* and *Sox2*, which could be modulated by TGFβ when used on days 0–3 and E616452 when used on days 12–15. The expression of *Stat3* and *Sox2* in primary neurons (PNs) and NSCs are also provided. (**b**) The expression of *Stat3* and *Sox2* on days 10 and 14 are listed. (**c**) The expression of *Stat3* and *Sox2* and TuJ^+^ percentages on day 16 that generated in Figure 3 were plotted against each other. The expression of *Stat3* and *Sox2* had higher correlation with the sum of the log_2_ increases of *Stat3* and *Sox2* on day 10 and the difference of these two log_2_ changes on day 14. (**d**–**g**) *Sox2* overexpression facilitated the induction of TuJ^+^ cells (**d**, **e**). *Sox2* overexpression up-regulated the expression of neuron projection genes rather than the NSC markers (**f**, **g**). (**h**, **i**) The abilities of *Stat3* and its inhibitor (Crypto) to regulate the current conversion were determined. (**j**) The abilities of *Stat3* to regulate *Sox2* expression were determined in different medium. The expression of *Stat3* and *Sox2* in PNs and NSCs are also provided. (**k**–**o**) Sox2 induced significant neuronal conversion with the help of EGF (**k**, **l**). The final cells were separated into two groups, neuron-like and remaining cells. The neuron-like were TuJ^+^ and the remaining cells were Vim^+^ but GFAP^−^ (**m**). These two types of cells were compared with 5C-induced cells were by quantitative PCR (qPCR; **n**, **o**).

**Figure 5:**
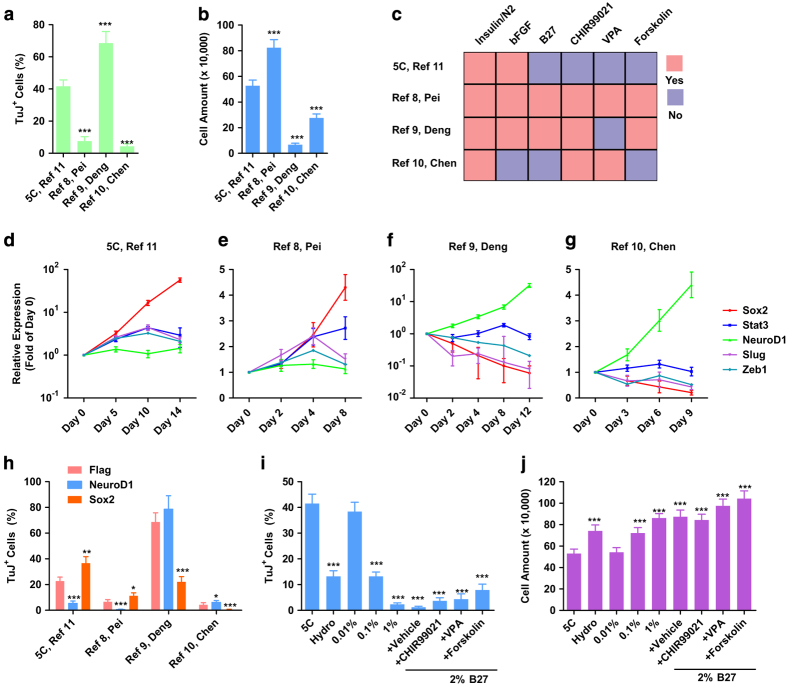
Neuronal conversion employs multiple pathways (**a**–**g**). Neuronal conversion was induced with 5C medium and other protocols from [ 8,9, 10]. TuJ^+^ cells were determined with FACS (**a**, **b**). The major components used in the induction phase of these protocols were compared (**c**). The expression of several representative genes was determined with qPCR (**d**–**g**). (**h**) The effects of *NeuroD1* and *Sox2* overexpression on different neuronal conversions. (**i**, **j**) The effects of hydrocortisone (hydro) and B27 on the current conversion were determined.

# Supplementary material for: Sequential EMT-MET induces neuronal conversion through Sox2
**Source:** Cell Discov. 2017 May 30;3:17017–. doi: 10.1038/celldisc.2017.17
**Supplement:** Supplementary Information

## **Supplementary Information**

### **Supplementary Figure 1**

#### **Serum removal counteracts 5C medium and impairs the conversion**

(a-c) Cells cultured with 5C medium for 14 days were divided into two groups of cells, neuron-like and remaining cells. The expression of markers in fibroblasts, MEFs, primary neurons, astrocytes and NSCs were determined by qPCR (a-b). The results were further compared with the results generated in MEFs, primary neurons, astrocytes and NSCs in (c).

(d-h) MEFs were treated with serum-free medium for zero, one, two or three days, followed by a three-day culture with 5C medium. At the end of serum-free and 5C medium treatment, cell numbers were counted (n = 6, d), apoptosis was determined using a TUNEL assay (n = 6, e), and the expression of EMT/MET-related genes, including *Cdh2*, *Fnl*, *Slug*, *Zeb1*, *Epcam* and *Ocln*, was determined with qPCR (n = 5, f). The migration abilities of cells at the end of serum-free medium treatment were determined with transwell assays (n = 6, g). 5C medium was used to culture cells for an additional 13 days. Final cell amounts and percentages of TuJ<sup>+</sup> cells were determined on Day 16 (n = 6, h).

One-way ANOVA with Dunnett's post-hoc test was used.

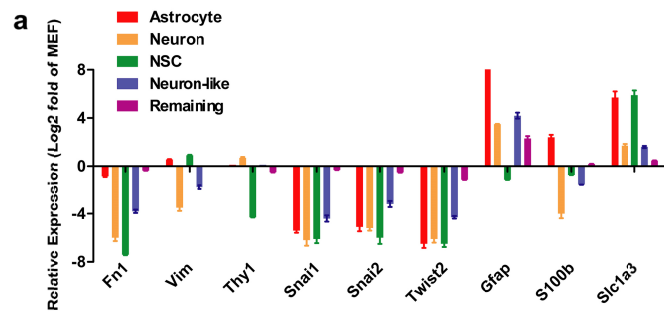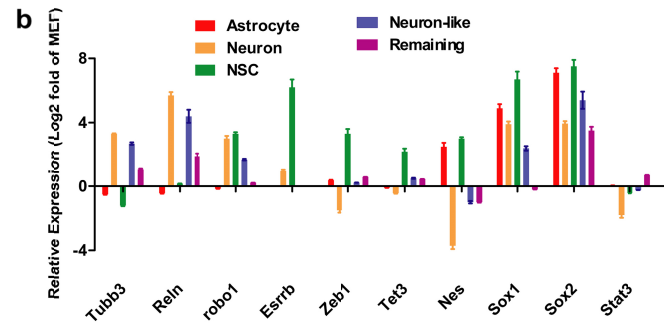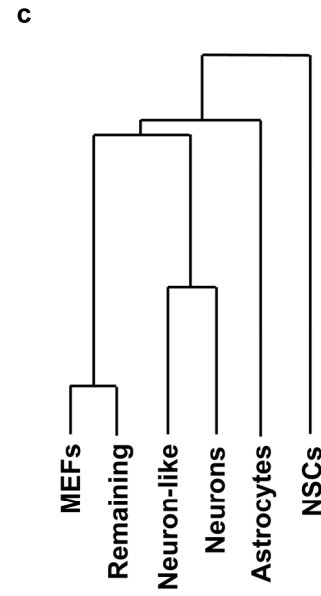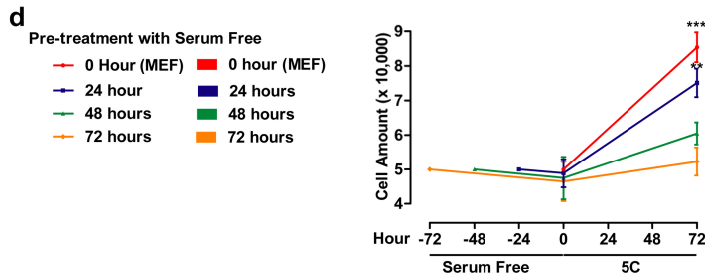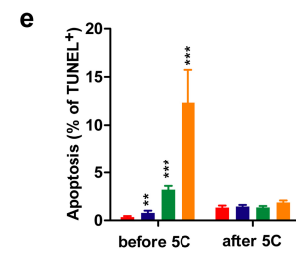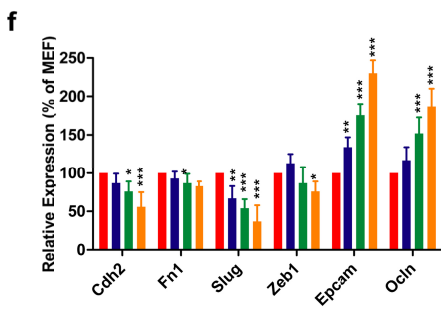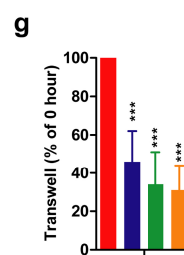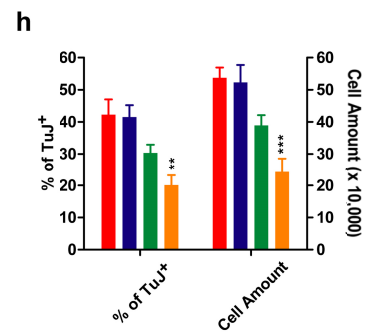

## **Supplementary Figure 2**

### **Late stage of current conversion is closer to neuronal conversion**

(a-c) Expression profiles of cells during 5C-induced conversion (Days 5, 10 and 14), MEFs, primary neurons, NSCs, ESCs, and iPSCs (passages 3 and 20) are listed in Supplemental Table 5. Gene expression in MEFs was used as control to calculate the  $\log_2$  values for the other 8 samples. Although these samples were obtained from different GEO datasets, the  $\log_2$  values of genes identified in all eight samples were further normalized to have similar averages and standard deviations. Cells with similar log-ratio expression profiles were grouped together by applying the Hierarchical Clustering method (a). EMT scores (b) and metabolism scores (c) were also calculated.

(d-f) RNA samples of cells during 5C-induced conversion (Days 5, 10 and 14), MEFs, primary neurons, primary NSCs, and R1 ESCs were collected. The expression of genes, including specific markers of these cells (d), EMT or MET markers (e), and genes regulating metabolism pathways (OX, Gly, f), was determined with qPCR (n = 5).

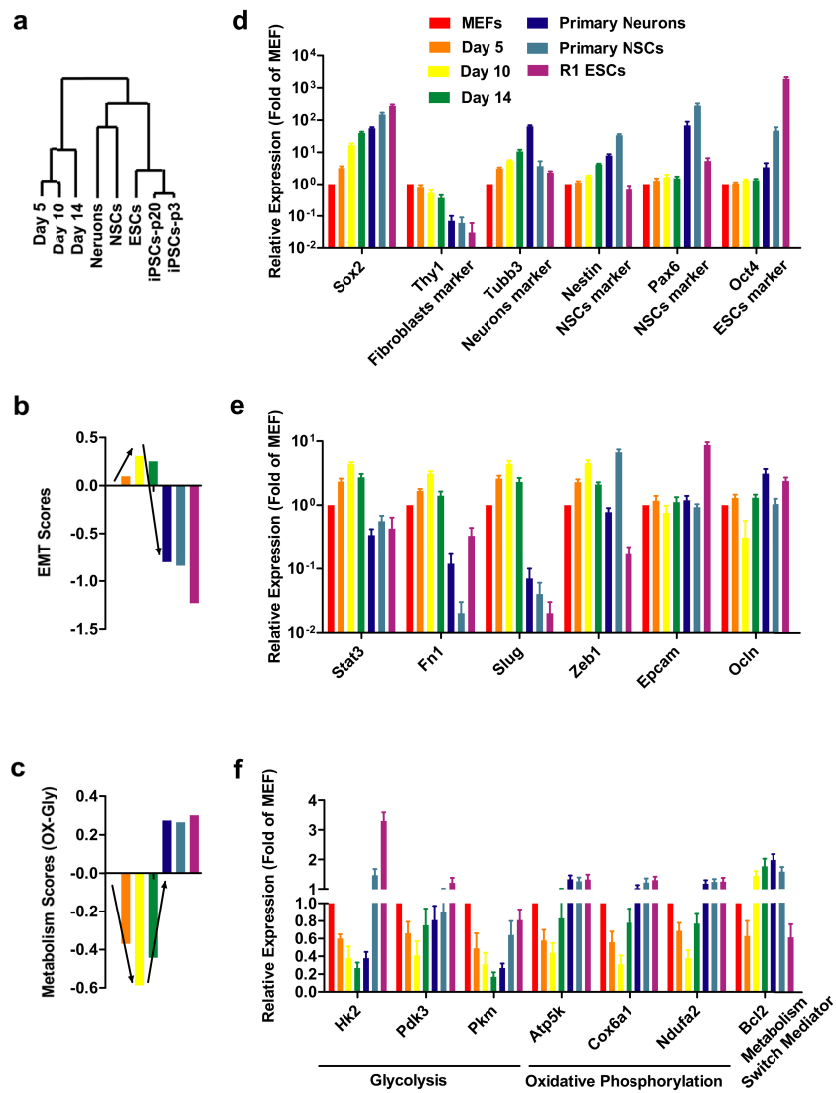

### **Supplementary Figure 3**

#### **Induction of shrunken and MEF-like cells require mitosis**

(a-c) Shrunken cells could be generated after a particular round of mitosis and continue to undergo mitosis, or via direct conversion (a). The contributions of the two routes to the final number of shrunken cells are summarized in (b). The average conversion times of cells that used these two routes are listed in (c).

(d-f) MEF-like cells could be generated with high mitosis or with low or even no mitosis (d). The contributions of the two routes to the final number of MEF-like cells on Day 14 are summarized in (e). The numbers of cells on Day 0 that used these two routes are listed in (f).

(g-i) The 500 initial MEFs were traced during the 5C-induced conversion. The numbers of neuron-like, shrunken and MEF-like cells that converted with high levels of mitosis are summarized across the conversion (g). The numbers of apoptotic cells during the generation of these three cell types are listed in (h) and normalized to the final numbers of these three types of cells (i).

Two-tailed Student's t-test was used for (c).

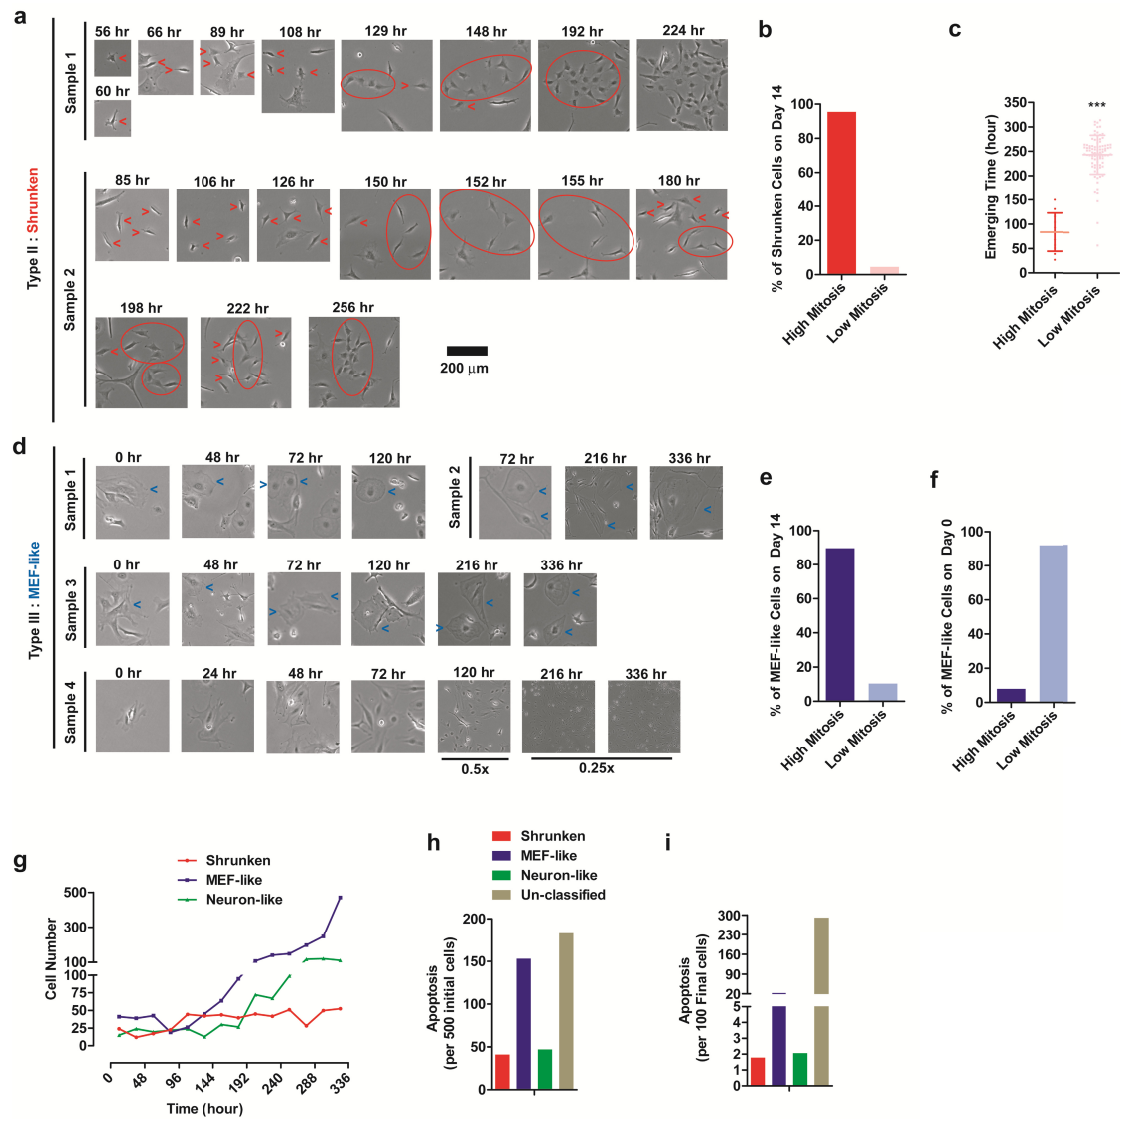

## **Supplementary Figure 4**

### **High initial cell density activates the Notch pathway**

(a) Log<sub>2</sub> values of expression changes of genes in Notch pathway during 5C-induced conversion are summarized in the heatmap.

(b) MEFs were converted by 5C medium at difference initial densities, 50,000 or 150,000 per well, in six-well plates. Notch pathway activation was demonstrated by NICD nucleus translocation on Day 10.

(c-d) Time-dependent effects of 5  $\mu$ M Notch pathway inhibitor, DAPT, on proliferation and TuJ<sup>+</sup> cell induction are summarized. The effects of 50 ng/ml Jagged1, a Notch pathway activator, are also summarized (n = 6).

(e-f) DAPT differentially effected the proliferation of neuron-like cells and other cells, especially at the late stage (n = 6).

(g) The influence of initial MEF density on the final TuJ<sup>+</sup> percentages is summarized (n = 6).

One-way ANOVA with Dunnett's post-hoc test was used for (c-e and g), and two-way ANOVA with Bonferroni's post-hoc test was used for (f).

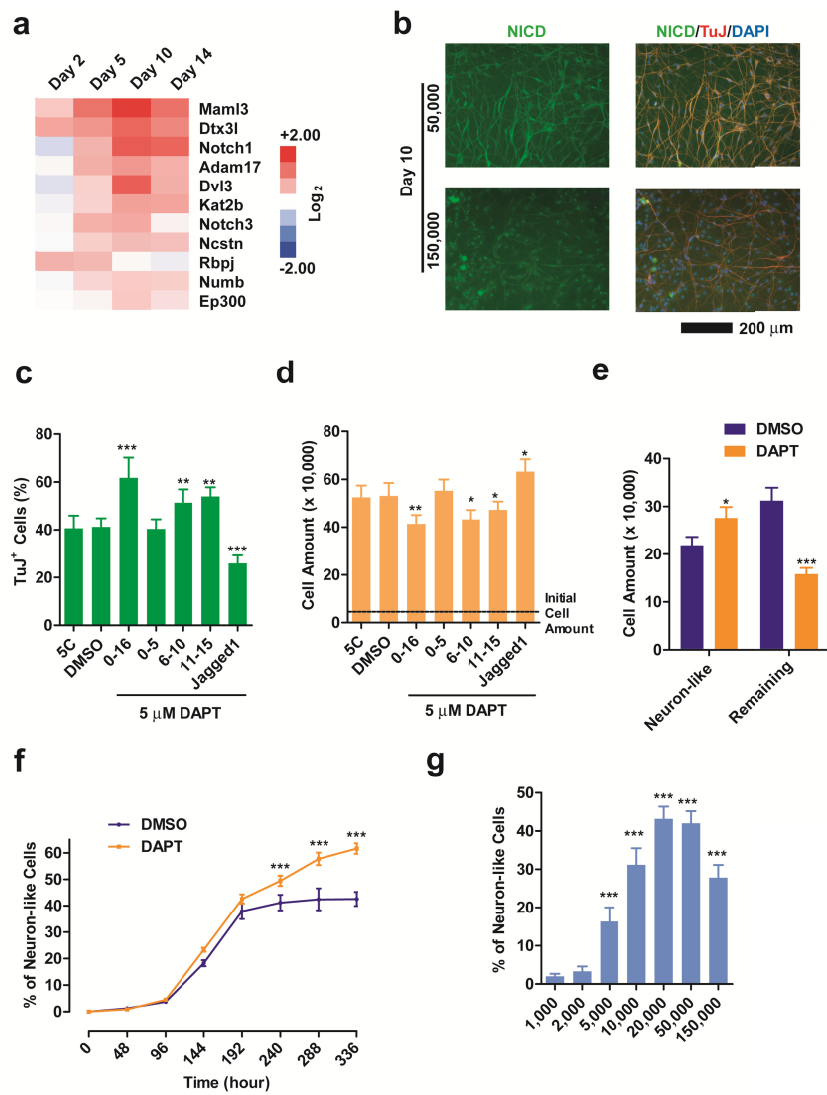

Supplementary Figure 5

Insulin and bFGF induce cell migration

Wound-healing assays were used to determine the migration abilities of cells under the indicated treatments. Representative images from six independent experiments are listed.

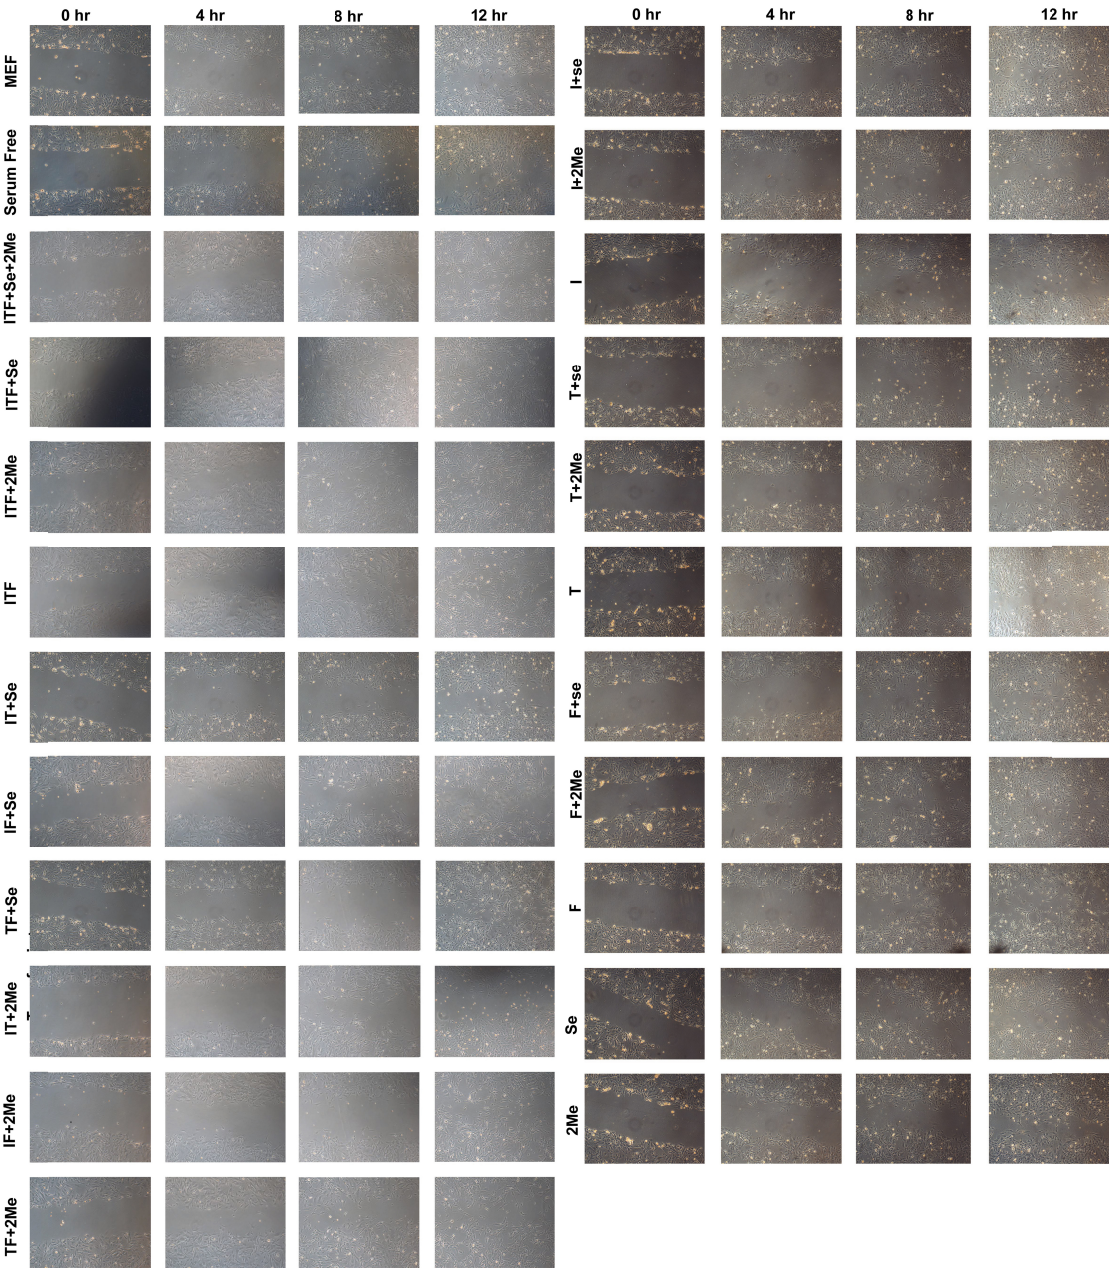

## Supplementary Figure 6

### IFB medium induces conversion in mouse brains

Eighteen mice were infused with 5C medium, saline, or IFB medium for two weeks (each group contained six mice). Brain sections were analysed after an additional two weeks.

(a) Schematic illustration of the brain infusion site and the recovery of the infusion tracks after the infusion with three types of medium.

(b) Representative images close to the end of the infusion track.

(c-e) Slides along the infusion track were analysed and used to re-construct the tissue inside and surrounding the infusion track. Volumes of recovered tissue (c), GFAP immunofluorescence intensity, and EdU<sup>+</sup> cells are summarized. The n and error bars were 6 and for s.e.m., respectively. One-way ANOVA with Dunnett's post-hoc test was used.

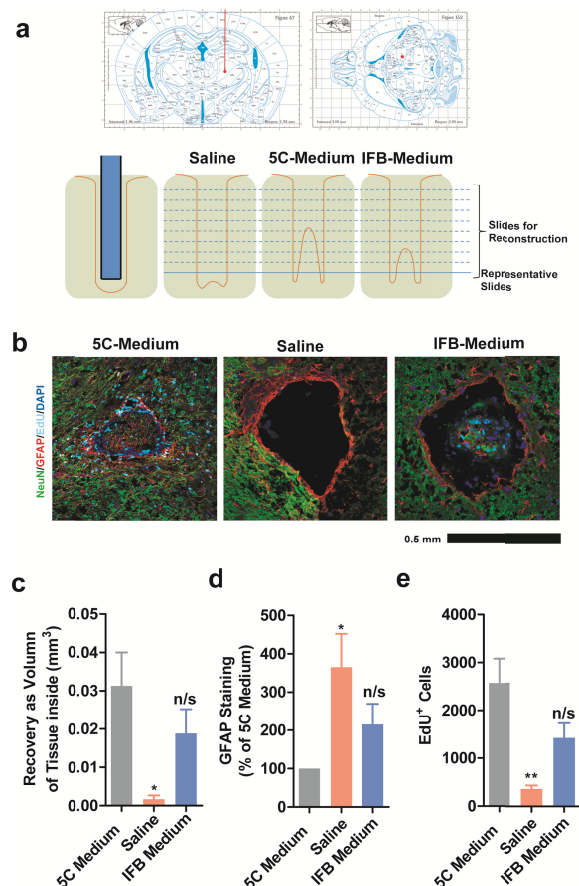

## Supplementary Figure 7

### ***Sox2* inhibited cell proliferation**

(a-d) A total of 1  $\mu$ M MK2206 was used during 5C-induced conversion. Expression of *Sox2* (n = 5, a) and *Stat3* (n = 5, b) was determined on Days 5, 10, and 14 with qPCR. The effects of 1  $\mu$ M MK2206, 1  $\mu$ M PD0325901, 0.5  $\mu$ M U73122, 5  $\mu$ M GO6983, and 0.25  $\mu$ M LDN193189 on TuJ<sup>+</sup> cell induction and cell proliferation are summarized in (n = 6, c) and (n = 6, d).

(e) *Sox2* was overexpressed in MEFs, and the expression of genes related to EMT was determined with qPCR (n = 5).

(f-g) *Sox2* was overexpressed in MEFs. TGF $\beta$  and E616452 were also used. Cell migration (f) and cell cycle (g) were assayed on Day 3 with transwell assays and FACS (n = 6).

(h) *Sox2* overexpression increased the percentage of neuron-like cells but decreased the percentages of shrunken and MEF-like cells during the conversion.

One-way ANOVA with Dunnett's post-hoc test was used for (c-f), and two-way ANOVA with Bonferroni's post-hoc test was used for (a-b).

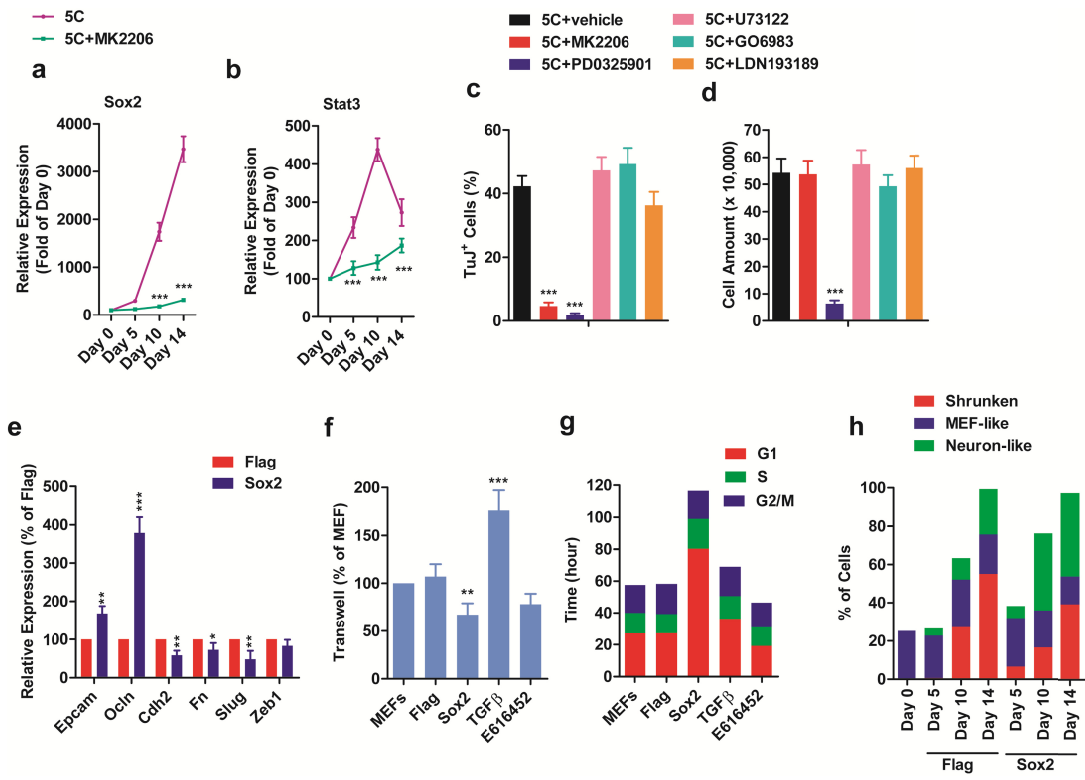

## Supplementary Figure 8

### Sox2 replaces sequential EMT-MET during reprogramming

(a-d) MEFs were reprogrammed by *Oct4*, *Klf4*, *c-Myc*, and *Sox2* with 5C or mES medium. GFP<sup>+</sup> colonies (n = 5, a) and cell numbers (n = 5, b) were counted during the reprogramming. Expression of genes related to EMT was determined on Day 3 (n = 5, c) and Day 8 (n = 5, d).

(e-f) MEFs were reprogrammed by *Oct4*, *Klf4*, and *c-Myc* with 5C or mES medium. GFP<sup>+</sup> colonies (e) were counted during the reprogramming (n = 5). Expression of *Stat3* and *Sox2* was determined on Day 3 and Day 8 (n = 5, f).

Two-tailed Student's t-test was used for (c-d, and f), and two-way ANOVA with Bonferroni's post-hoc test was used for (a and e).

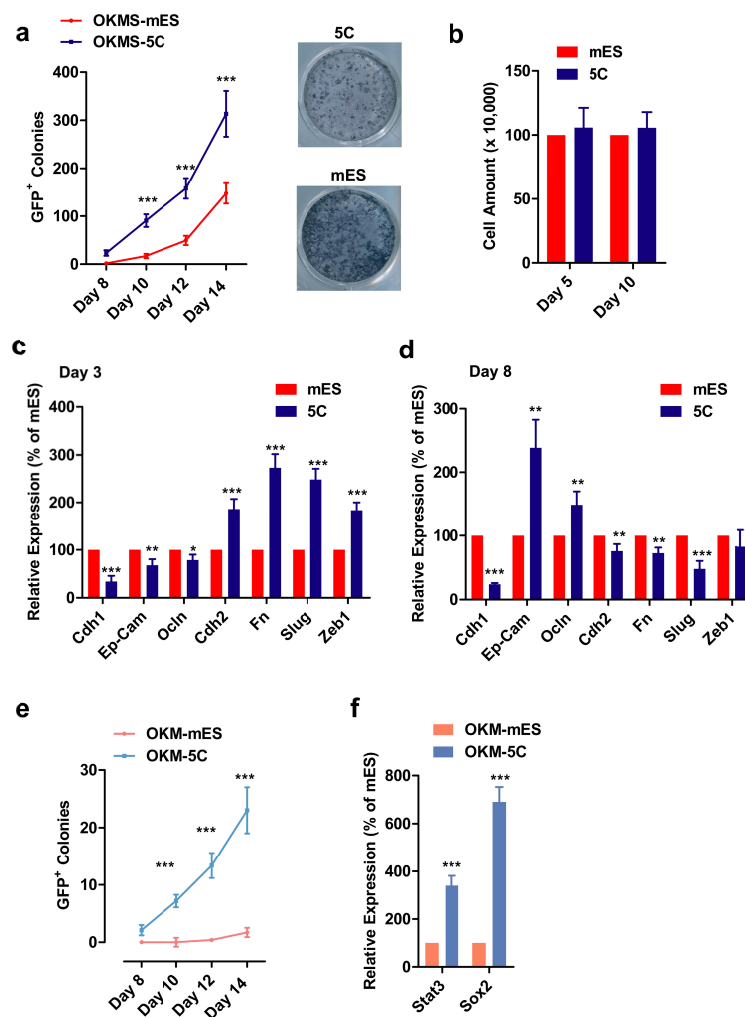

## Supplementary Figure 9

### Schematic illustration of sequential EMT-MET

bFGF and insulin in 5C medium support neuronal conversion by facilitating cell proliferation. In addition, bFGF- and insulin-induced EMT at the early stage results in *Stat3* up-regulation and subsequent up-regulation of *Sox2* and neuron projection. When *Sox2* expression reaches a certain criterion, a switch from early EMT to late MET is induced, which suppresses *Stat3* and further promotes neuronal conversion.

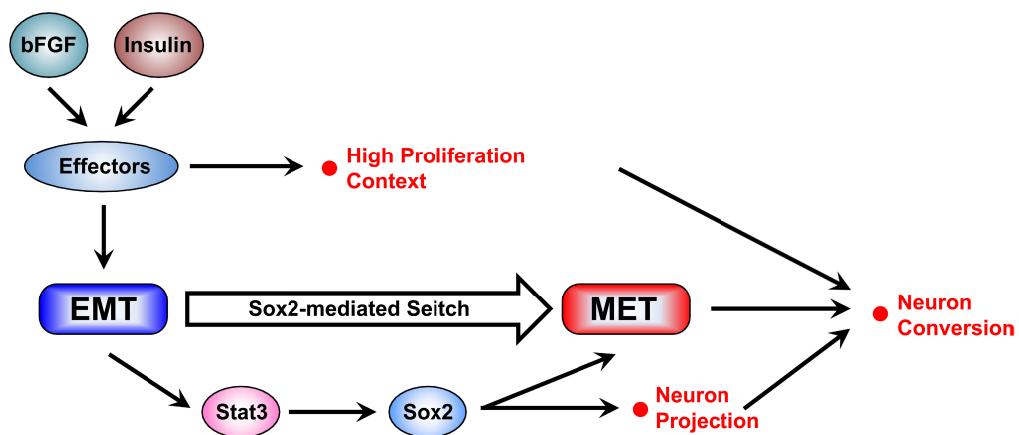

## **Supplementary Tables Legend**

### **Supplementary Table 1**

#### **Medium and Materials used in the current research**

Materials like growth factors and small-molecule compounds used in the current research were listed with their catalog numbers, purchased companies, and conventional final concentrations. Different combinations of these materials or medium composition were also listed in this Table.

### **Supplementary Table 2**

#### **Genes with significant expression changes were enriched in seven GO clusters**

Gene expression profiles during the 5C-induced conversion was determined with RNA-seq. Genes with significant expression changes (over 2 fold) in at least one of the four time points were subjected for GO analysis and seven clusters of GO terms were identified. The genes in these seven clusters and their expression changes were listed. The average of  $\log_2$  values of expression change of genes in different clusters were also calculated.

### **Supplementary Table 3**

#### **EMT scores calculated basing on RNA-seq results**

EMT scores were calculated with two different methods as described in Methods. Briefly, gene expression changes of 130 genes which have been identified as EMT generic signature from RNA-seq data were used. 

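The EMT table pairs human signature genes with mouse homologs and gives an expression change for part of them. All 126 mouse homologs it names were found by symbol in the deposited files, 66 of them up in EMT and 60 down in EMT. The 85 genes with a value in the table, 61 up and 24 down, are the ones used for the EMT score here. Of the 126 homologs, 99 had 10 or more expected counts in 1 or more libraries. With all 126 homologs the log2 score was −0.36 (95% interval −0.45 to −0.27) on day 2, −0.03 (−0.11 to 0.03) on day 5, 0.20 (0.13 to 0.27) on day 10 and 0.24 (0.16 to 0.32) on day 14.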

The  $\log_2$  values of expression changes of genes which normally are up-regulated during EMT were used as positive score, while those of gene that are normally down-regulated during EMT were used as negative score.

#### **Supplementary Table 4**

##### **EMT scores calculated based on qPCR results**

EMT scores were calculated with two different methods as described in Methods. Briefly, Gene expression changes of *Cdh2*, *Fn1*, *Slug*, *Zeb1*, *Ep-cam* and *Ocln* from qPCR were used to calculate another set of score. The log<sub>2</sub> values of expression changes of genes which normally are up-regulated during EMT were used as positive score, while those of gene that are normally down-regulated during EMT were used as negative score.

#### **Supplementary Table 5**

##### **Expression analysis from three GEO datasets for ESCs, NSCs, PNs, MEFs and conversion intermediates**

Expression profiles of cells during 5C-induced conversion (Day 5, 10 and 14), MEFs, primary neurons, NSCs, ESCs, and iPSCs (passage 3 and 20) were downloaded from GEO database. Gene expression in MEFs were used as control to calculate the log<sub>2</sub> values for the other 8 samples. Although these samples were obtained from different GEO datasets, the log<sub>2</sub> values of genes identified in all eight samples were further normalized in order to have similar average and standard deviation.

#### **Supplementary Table 6**

##### **qPCR results in cell cultured with 5C and other medium**

MEFs were treated with 5C, 5C', IFB, FB, or IB medium for 5, 10 or 14 days. TGF  $\beta$  and E6161452 were used in time period as indicated. Expression of *Cdh2*, *Fn1*, *Slug*, *Zeb1*, *Ep-cam*, *Ocln*, *Sox2*, *Stat3*, *Map1b*, *Reln*, *Robo1* and *Tubbs* were determined

with qPCR. Three types of scores, EMT, dual-S and neuron scores were calculated from log<sub>2</sub> values of expression change compared to MEFs.

#### **Supplementary Table 7**

##### **Enriched binding sites of transcriptional factors via Pscan**

Neuron projection genes identified in Fig 1a were used to find the enriched binding sites of transcriptional factors with Pscan. The transcriptional factors with enriched binding sites were used for further analysis. Final scores were calculated by multiplying the binding sites enrichment p-values ( $-\log_{10}$ ) with the folds of maximum change during 5C-induced conversion.

#### **Supplementary Table 8**

##### **Expression changes of Sox2 and other genes in different EMT datasets.**

The 74 human and 31 mouse EMT microarray results were integrated as described in Methods. The results on *Sox2* and *Stat3* expression were extracted and subjected for further analysis. The totally 105 microarrays were classified into three groups with strong, medium, and weak EMT. The expression of *Sox2* and *Stat3* were summarized with in microarrays of these three groups.

#### **Supplementary Table 9**

##### **Sox2 binding sites in NSC are close to neuron projection genes**

Sox2 binding peaks were downloaded from GSE33024. The genes which are closest to the peaks were subjected for GO analysis and neuron projection (GO0048812/0031175) was enriched. The expression changes of these neuron projection genes during the differentiation from NSCs to Neurons were also listed

(from GSE24131, Supplementary Table 10).

#### **Supplementary Table 10**

##### **EMT scores during NSCs differentiation and reprogramming with OK+M+S**

Expression profiles during the differentiation from NSCs to Neurons (GSE24131) and during the reprogramming with sequential introduction of Yamanaka factors, OK+M+S (GSE39260) were downloaded from GEO database. EMT scores were calculated as described in Methods.

#### **Supplementary Table 11**

##### **Antibodies and qPCR primers used in current research**

As title.

#### **Supplementary Table 12**

##### **Datasets used in current study**

As title.

#### **Supplementary Table 13**

##### **Statistics Information of each figure and table**

As title.

## **Supplementary Video Legend**

### **Supplementary Video 1**

**The generation of neuron-like cells during 5C-induced conversion.**

### **Supplementary Video 2**

**The generation of shrunken cells during 5C-induced conversion.**

### **Supplementary Video 3**

**The generation of MEF-like cells during 5C-induced conversion.**

How the deposited data were processed for this re-analysis (not part of the article)

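RNA from MEFs before the change of medium (day 0) and on days 2, 5, 10 and 14 of 5C medium was measured in 1 library per time point. The 5 libraries were mapped to the time points by their labels. The authors deposited, for each library, expected counts per gene, which are RSEM's estimates of the number of reads from each gene, without scaling for library size. Beside them the authors deposited TPM values, which RSEM divides by gene length and scales to 1000000 per library, and FPKM values, which RSEM divides by gene length and by the counted reads. The expected counts were used for all main results, the TPM values as an alternative, and the FPKM values for no result. The aligner, the version of RSEM, the genome build, the gene annotation and any filter are not named in the paper's text. The effective length of each gene equals its length in the deposited values.

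The expected counts summed to between 2253748 on day 2 and 3890334 on day 0. The smallest share that 3 counts can show was 1.33 per 1000000 counts on day 2 and between 0.771 and 0.892 per 1000000 counts in the other libraries. Gene identifiers were matched to GENCODE M21 (GRCm38), which gave symbols and coordinates for 27247 of 27729 genes, and the 482 genes without a match held 0.359% of all counts. Expected counts were rounded to whole numbers to compute library sizes with the TMM method of edgeR 4.0.16 in R 4.3.3. Normalized counts are expected counts divided by the effective library size of their library and scaled to the geometric mean over the 5 libraries. Expression changes are log2 ratios to day 0 with a pseudocount of 1. Genes with 10 or more expected counts in 1 or more libraries were kept for numbers of changed genes, with a threshold of 2-fold. List means were taken over all genes that the paper's tables list, and were also computed on the log10 scale of those tables, whose legends name log2.

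With 1 library per time point no test between time points was possible, and no p-value is given. The 95% intervals of list means and scores came from 1000 Poisson resamplings of the expected counts. Intervals of single genes were exact Clopper-Pearson intervals of the rounded counts in the libraries compared, without a pseudocount. Both cover counting error only, not differences between cultures or library preparations. To describe whether a list stood apart, its median change was given as a percentile among 10000 random lists of as many genes, matched on mean expression in 20 bins, or on mean expression together with gene length or GC content. The EMT score used the 85 mouse genes with a value in the paper's EMT table, and the metabolism score used 118 oxidative phosphorylation and 62 glycolysis genes. The score of each transcription factor is its largest fold change against day 0 multiplied by the paper's −log10 p-value of its motif, which was taken from Supplementary Table S7.

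The genes named are those that the paper names for these libraries or for the same conversion, and the 3 genes of each list with the largest change in its direction on the day of interest among genes with 100 or more expected counts in 1 or more libraries. This rule, the results and the alternatives were set before the data were examined, but after the paper's table of clusters had been read. The alternatives were DESeq2's size factors (version 1.42.0), TPM values, quantile normalization, a pseudocount of 5, whole numbers without a pseudocount, stricter and no filters on counts, a 4-fold threshold, medians in place of means, genes listed in 1 cluster only and all 126 mouse homologs of the EMT table. Quantile normalization with whole numbers and library sizes without Gm42418 and Lars2 were added after the data had been seen.

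The computations were tested on simulated data. Counts were drawn for the real genes at the real library sizes with counting noise only, and 200 genes were changed 4-fold. Differences between cultures or library preparations were not simulated. All 200 of these genes were called over 2-fold in the right direction. Of the unchanged genes 4.72% were called, and 0% of those with a mean of 100 or more counts. Of 200 lists of 50 unchanged genes, 2.5% lay outside the central 95% of the random lists. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Experiments of the paper other than these 5 libraries, among them quantitative PCR, immunostaining and the profiles of other data sets, were not analysed here.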

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

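The 12 marker lists and their comparison with random lists of equal expression were set before the data were examined. The paper's table of clusters, which holds expression changes from these libraries, had been read by then, so the lists were not set blind to it. The choice of the 4 lists below was made after the medians of all 12 lists had been seen. Their tests against gene length and GC content were also set after that. The paper's text does not name these cell types or this pathway, and the lists rose above the day 0 library, which has no replicate.

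Marker genes of Schwann cells and neural crest rose by a median log2 change of 6.10 on day 14, and all 12 genes were over 2-fold above day 0. Together they held 72.2 counts per 1000000 on day 0 and 4962 on day 14. Sox10 went from 7 to 2230 expected counts, Ngfr from 35.2 to 4518 and Cdh19 from 4 to 1295. Of the 12 genes, 5 are listed by the paper under Clusters I and II and 4 under Clusters III to V. The median was at percentile 100 of random lists of equal expression, at percentile 100 of lists also matched on gene length and at percentile 100 of lists also matched on GC content. Across the measures and normalizations tried it stayed between 5.21 and 6.52. Gene length bias between the libraries and GC content bias between the libraries therefore leave the rise in place. The rise may come from MEFs that turned on these genes or from cells of this kind that were present at the start and grew in number. The paper's Methods state that weakly attached cells with neurogenic potential were removed by a trypsin treatment before plating, and how many such cells remained was not analysed here. Bulk RNA from 1 library per time point cannot tell the explanations apart.

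Macrophage marker genes rose by a median log2 change of 2.55 on day 14, with 9 of 12 genes over 2-fold up and 1, Itgam, over 2-fold down. Their sum was 78.2 counts per 1000000 on day 0, 1350 on day 5 and 529 on day 14, and on day 5 Lyz2 alone held 3129 of the 4581 expected counts of the list. The median was at percentile 100 of random lists of equal expression and, in tests of gene length bias between the libraries and GC content bias between the libraries, at percentile 100 with length or GC content matched as well. It stayed between 2.03 and 2.68 across the measures and normalizations tried. Of these genes 4 are listed under Clusters III to V. The signal may come from macrophages in the MEF culture whose share rose and then fell, or from other cells that turned on these genes, and bulk RNA does not separate them.

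Adipocyte marker genes rose by a median log2 change of 4.82 on day 14, with 9 of 10 genes over 2-fold up. Adipoq went from 0 to 264 expected counts, Plin1 from 0 to 150 and Lpl from 85.9 to 2550. The sum of the list was 64.0 counts per 1000000 on day 0 and 1786 on day 14. The percentile was 100 against random lists of equal expression. In tests of gene length bias between the libraries and GC content bias between the libraries it was also 100. The median lay between 4.16 and 5.04 across the measures and normalizations tried, and 3 of the genes are listed under Clusters III to V. Some of the MEFs may have differentiated toward adipocytes, or precursors in the culture may have grown in number.

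Genes of cholesterol synthesis rose by a median log2 change of 0.87 on day 14, with 6 of 16 genes over 2-fold up and 0 over 2-fold down. They had risen by day 2, with a median of 1.09. Their percentile on day 14 was 99.88 among random lists of equal expression, 99.89 with gene length matched and 99.86 with GC content matched. The median lay between 0.84 and 1.69 across the measures and normalizations tried. The change of medium may underlie this rise, and no library without the change of medium was analysed here.

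For all 4 lists, sequencing batch, library preparation and time point cannot be told apart by design, since each time point is 1 library. On days 2, 5, 10 and 14 the Schwann cell and neural crest median was 0.94, 3.16, 5.68 and 6.10. The adipocyte median was 0.05, 2.28, 3.85 and 4.82. Random lists matched on gene length had medians of −0.10 and −0.03 on day 14. A difference confined to 1 library, or acting through gene length, would not give these values, which argue against it for these lists. The macrophage and cholesterol synthesis medians showed no such stepwise rise. Reads shared between paralogs and a mislabelled library were not tested on these lists.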

How the results depend on the processing

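Alternatives were set before the data were examined, except for 2 that were chosen after seeing the data. Those 2 were quantile normalization rounded to whole numbers, which was chosen for the form of the values in the paper's tables, and library sizes without Gm42418 and Lars2. A list mean was taken as changed when it left the 95% interval of its counting error, which is narrow, so many means changed while keeping their direction. Every alternative tried kept the direction of the means of Clusters I and II on day 14, of Clusters III to V on day 10 and from day 10 to day 14, of Cluster VI on day 10, of Cluster VII on day 14 and of the Notch pathway genes on day 10, and of both metabolism results and the EMT score on days 2 and 10. The log2 change of Sox2 on day 14, between 5.98 and 7.37 across the alternatives, stayed within its counting interval, and Sox2 kept rank 1 among the transcription factors under each alternative.

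The change of the EMT score at the late stage reversed direction under an alternative. It was −0.0456 from day 10 to day 14 over the 85 genes with a value in the EMT table and 0.0406 over all 126 mouse homologs, and the cause was not tested. With all homologs the score on day 10 was also lower, at 0.20, and the score on day 5, at 0.0321 on the log10 scale over the 85 genes, was −0.0105.

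The number of genes up over 2-fold, 5049, was 7993 with TPM values, 7875 with no filter on counts, 2560 over the genes with 10 or more expected counts in every library and 2420 with a 4-fold threshold. The number down, 4637, was 2727 with TPM values and 1583 with a 4-fold threshold, and the other alternatives stayed within 1.5 times of both numbers. TPM values moved the list means most often, to 2.95 for Clusters I and II on day 14, 3.50 for Clusters III to V on day 10, −0.40 for Clusters III to V from day 10 to day 14, −0.75 for Cluster VI on day 10, −0.80 for Cluster VII on day 14, −0.48 for the EMT score on day 2, 0.94 for the EMT score on day 10, −0.19 for the EMT score from day 10 to day 14, −0.44 for the metabolism score on day 10, 0.0996 for the metabolism score from day 10 to day 14 and 3.09 for the Notch pathway genes on day 10. The mean of Cluster VII on day 10, at −0.275 on the log10 scale, was above 0 with TPM values, at 0.0423, and so was its mean on day 5, at 0.126 against −0.0579, so its fall before day 14 depends on that choice. Its mean on day 2, at 0.00405, was below 0 with TPM values, at −0.0680, and over the genes with 10 or more expected counts in every library, at −0.0196. Quantile normalization gave 2.66 for Clusters I and II on day 14, 3.01 for Clusters III to V on day 10, −0.24 for Clusters III to V from day 10 to day 14, −1.81 for Cluster VI on day 10, −1.88 for Cluster VII on day 14, 0.75 for the EMT score on day 10, −0.13 for the EMT score from day 10 to day 14 and −0.69 for the metabolism score on day 10. With a pseudocount of 5 the values were 2.45 for Clusters I and II on day 14, 2.67 for Clusters III to V on day 10, −0.15 for Clusters III to V from day 10 to day 14, −1.81 for Cluster VI on day 10, −1.59 for Cluster VII on day 14 and 2.22 for the Notch pathway genes on day 10. Whole numbers without a pseudocount gave 2.93 for Clusters I and II on day 14, 3.21 for Clusters III to V on day 10, −1.90 for Cluster VI on day 10 and −1.86 for Cluster VII on day 14. DESeq2's size factors gave 3.04 for Clusters III to V on day 10, −0.14 for Clusters III to V from day 10 to day 14 and −1.93 for Cluster VI on day 10. Over the genes with 10 or more expected counts in every library the values were 2.06 for Clusters I and II on day 14, 2.29 for Clusters III to V on day 10, −0.0905 for Clusters III to V from day 10 to day 14, −1.71 for Cluster VII on day 14, −0.31 for the EMT score on day 2, 0.53 for the EMT score on day 10, −0.99 for the metabolism score on day 10, 0.27 for the metabolism score from day 10 to day 14 and 1.83 for the Notch pathway genes on day 10. Medians in place of means were 2.25 for Clusters I and II on day 14, 2.63 for Clusters III to V on day 10, −1.85 for Cluster VI on day 10 and −1.70 for Cluster VII on day 14. Without the genes listed in more than 1 cluster the mean was 2.71 for Clusters I and II on day 14. Of the alternatives chosen after seeing the data, quantile normalization with whole numbers gave −0.25 for Clusters III to V from day 10 to day 14, −1.84 for Cluster VI on day 10, −1.96 for Cluster VII on day 14, 0.75 for the EMT score on day 10, −0.13 for the EMT score from day 10 to day 14 and −0.69 for the metabolism score on day 10, and library sizes without Gm42418 and Lars2 left every result within its counting interval. The shift with TPM values was compared, after it had been seen, with the ratio of the scaling factors of the libraries. TPM values differ from TMM-normalized counts by a log2 factor of 1.14 on day 10 and 0.85 on day 14 that is common to all genes of a library. Over the 3270 genes with 100 or more expected counts in every library, the median shift was 1.15 (quartiles 1.09 and 1.19) on day 10 and 0.86 (0.81 and 0.89) on day 14. Adding the common factor to the mean of Cluster VI on day 10 gave −0.74, against −0.75 with TPM values, and adding it to that of Cluster VII gave 0.22 on day 10 and −0.94 on day 14, against 0.14 and −0.80. For Clusters III to V on day 10 it gave 4.23, against 3.50, and for Clusters I and II 4.14, against 3.39. For the glycolysis genes on day 10 it gave 0.86, against 0.39. The common factor was therefore larger than the shift of these lists. The cause of the shifts under the other alternatives was not tested.

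No paired analysis was possible because each time point has 1 library, and for the same reason leaving out a library or splitting the samples otherwise was not possible. Depth limits the results of genes with few counts. Sox2 had 3 counts on day 0, so the size of its rise has an interval from 5.83 to 9.67 on the log2 scale, and the epithelial genes Epcam, Cdh1 and Ocln had at most 8 counts in any library.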

Differences from the paper's values

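The paper's tables give list means on a log10 scale, and the values here are compared on that scale. A value was taken as different when the gap exceeded the counting error of the mean. Both sides come from the same libraries, so a gap is one of processing. The counting error serves only as a yardstick of its size and is no test of the gap. The fold change and the score of Sox2 have no sign, and were taken as different only when the larger value was more than 1.5 times the smaller. The counting error of the means is small, so gaps of little size are listed too.

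The mean of Clusters I and II on day 2 was 0.143 here and 0.099353 in the paper. Of the alternatives set before the data were examined, quantile normalization (0.112), a pseudocount of 5 (0.105), the genes with 10 or more expected counts in every library (0.0771) and the genes listed in 1 cluster only (0.125) closed the gap and the others did not. For day 5 the value here was 0.515 and the paper's was 0.471548. The gap closed with quantile normalization (0.465), and stayed under the other alternatives set before the data were examined. For day 10 the value here was 0.905 and the paper's was 0.876583. Among the alternatives set before the data were examined, the gap closed only with DESeq2's size factors (0.890) and quantile normalization (0.877). For day 14 the value here was 0.848 and the paper's was 0.878845. Of the alternatives set before the data were examined, TPM values (0.887) and whole numbers without a pseudocount (0.881) closed the gap and the others did not.

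The mean of Clusters III to V on day 2 was 0.293 here and 0.267816 in the paper. None of the alternatives set before the data were examined closed the gap, and whole numbers after quantile normalization (0.270), chosen after seeing the values, did. For day 5 the value here was 0.679 and the paper's was 0.662863. The gap closed with DESeq2's size factors (0.674), and stayed under the other alternatives set before the data were examined. It also closed with whole numbers after quantile normalization (0.661), an alternative chosen after seeing the values. For day 14 the value here was 0.881 and the paper's was 0.863641. Only whole numbers after quantile normalization (0.862), an alternative chosen after seeing the values, closed this gap, and none of those set before the data were examined did.

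The mean of Cluster VI on day 2 was −0.0665 here and −0.0411806 in the paper. None of the alternatives tried closed the gap. For day 5 the value here was −0.329 and the paper's was −0.286032. Among the alternatives set before the data were examined, the gap closed only with quantile normalization (−0.285). The same held for whole numbers after quantile normalization (−0.287), chosen after seeing the values. For day 10 the value here was −0.565 and the paper's was −0.544079. Of the alternatives set before the data were examined, quantile normalization (−0.545) and a pseudocount of 5 (−0.543) closed the gap and the others did not. For day 14 the value here was −0.455 and the paper's was −0.429741. The gap closed with quantile normalization (−0.429) and medians in place of means (−0.436), and stayed under the other alternatives set before the data were examined. Whole numbers after quantile normalization, which were chosen after seeing the values, gave −0.434 and closed it as well.

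The mean of Cluster VII on day 5 was −0.0579 here and −0.0833837 in the paper. Among the alternatives set before the data were examined, the gap closed only with quantile normalization (−0.0744). It also closed with whole numbers after quantile normalization (−0.0748), an alternative chosen after seeing the values. For day 10 the value here was −0.275 and the paper's was −0.321229. Of the alternatives set before the data were examined, quantile normalization (−0.317) closed the gap and the others did not. The same held for whole numbers after quantile normalization (−0.324), chosen after seeing the values. For day 14 the value here was −0.537 and the paper's was −0.581827. The gap closed with quantile normalization (−0.567), and stayed under the other alternatives set before the data were examined. Whole numbers after quantile normalization, which were chosen after seeing the values, gave −0.589 and closed it as well.

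The EMT score on day 2 was −0.116 here and −0.0870997 in the paper. Among the alternatives set before the data were examined, the gap closed only with quantile normalization (−0.103), the genes with 10 or more expected counts in every library (−0.0945) and all mouse homologs of the EMT table (−0.108). It also closed with whole numbers after quantile normalization (−0.105), an alternative chosen after seeing the values. For day 5 the value here was 0.0321 and the paper's was 0.0756995. None of the alternatives tried closed the gap. For day 10 the value here was 0.143 and the paper's was 0.201103. None of the alternatives tried closed the gap. For day 14 the value here was 0.130 and the paper's was 0.162598. Of the alternatives set before the data were examined, the genes with 10 or more expected counts in every library (0.155) closed the gap and the others did not.

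The means of Clusters III to V on day 10 and of Cluster VII on day 2 did not differ by these criteria in the main results. Nor did the largest fold change, score and rank of Sox2. With a pseudocount of 5 the fold change of Sox2 was 63.0 against 120.75 and its score 103 against 197.852, which count as different. The mean of Clusters III to V on day 10 differed under most alternatives, among them TPM values (1.05 against 0.933158). That of Cluster VII on day 2 differed with TPM values, with medians and over the genes with 10 or more expected counts in every library. The paper's averages of Clusters I and II rise slightly from day 10 to day 14, whereas the mean here changed by −0.0579 on the log10 scale. The paper ranks Egr2 above Nr2c2 and Sox6 in its score of transcription factors, whereas Nr2c2, with a score of 59.5, and Sox6, with 43.4, came before Egr2, with 39.1. The EMT and metabolism scores of Supplementary Figure S2 were at first compared by values read by eye, and 5 of 6 differed. This comparison was left out after those values were seen, because the authors had rescaled the scores together with profiles of other data sets, a step that was not repeated here.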

Other observations

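Chosen only after the result was seen were the tests of the locus of Gm42418, of the contractile genes in the EMT score, of the genes behind the difference by gene length and of length within gene sets, while the other tests below were set before their results were seen.

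On day 10 longer genes stood higher against day 0 than shorter genes. The median log2 change was −1.15 in the 2670 shortest genes and 0.92 in the 2669 longest, a difference of 2.07. The difference was −0.26 on day 2, 0.91 on day 5 and 1.28 on day 14, and on day 10 it lay between 1.79 and 2.13 across the measures and normalizations tried. Genes of ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation and Cluster VI were then left out, 241 of them among the 2670 shortest. The difference on day 10 was lowered by 5.80%, to 1.95, so the genes left out do not account for most of it. Few genes of ribosomal proteins had values, so the test rests mainly on the other groups. Spearman's rho between gene length and change across genes, which are not independent replicates, was at least 0.423 in each of 5 sets: oxidative phosphorylation, glycolysis, ribosomal proteins, proteasome subunits and the transcription factors of Supplementary Table S7. The set of ribosomal proteins held only 5 genes, and 76 genes of mitochondrial ribosomal proteins were therefore added as a further set, with a rho of 0.218. A length effect on genes of any function, such as a difference in RNA quality or fragment selection between libraries, may contribute to the changes. It cannot be told apart from a biological cause with 1 library per time point, and RNA quality was not analysed here.

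The oxidative phosphorylation genes lay lower on day 10 than random lists matched on expression and length, at percentile 0, and than lists matched on expression and GC content, at percentile 0. Their median of −1.92 compares with −1.44 for the lists matched on length, so gene length may account for part of the fall. Lengths were matched only in coarse groups. Within the pathway longer genes also stood higher on day 10, with a Spearman's rho of 0.583. Length differences inside a group are therefore not excluded as a cause of the rest. With TPM values the median of the pathway genes was −0.79. The Notch pathway genes were at percentile 99.95 with expression and length matched, a value that may also reflect how the paper chose them.

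The median changes of Clusters I and II on day 14 and of Clusters III to V on day 10 were both at percentile 100 of random lists matched on expression and length, and those of Cluster VI on day 10 and of Cluster VII on day 14 were at percentile 0. The genes had been picked by the paper for having changed, so these percentiles cannot separate length from selection. Against random lists drawn only from genes that changed over 2-fold in the same direction, the percentiles were 100, 100, 0 and 0. The size of the change in the 4 groups therefore exceeded what selection at 2-fold alone gives, and the grouping by function and the stricter choices behind the clusters were not tested.

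The EMT score rose from day 10 to day 14 in 2.1% of the Poisson resamplings, so counting noise seldom turned its fall into a rise. Its step was at percentile 24.59 among pairs of random lists matched on expression and length, within their central 95%, so a fall of this size may arise from the expression and length of its genes alone. On day 2 the EMT score was below 0. Without the 4 genes shared with the list of contractile and serum response genes it was −0.29, still below 0, so these 4 genes alone do not set its direction. They did affect its size. On days 5, 10 and 14 the score was 0.30, 0.73 and 0.70 without them, against 0.11, 0.48 and 0.43 with them.

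Among the marker lists on day 14, the medians of astrocyte genes, at percentile 99.77, lay above and those of contractile and serum response genes and of skeletal muscle genes, at percentile 0 and 0, lay below the central 95% of random lists of equal expression. The median log2 changes were 1.95, −5.44 and −3.26. The neural stem cell genes, at percentile 96.46 with a median of 2.14 over 5 genes, lay within that range. The pan-neuronal genes had a median of −0.05 at percentile 35.6, and the median was above 0 with TPM values, at 0.66, and with quantile normalization, at 0.13. The cartilage and bone genes, at percentile 51.28, had a median of 0.11, which was below 0 with quantile normalization, at −0.14. The endothelial and epithelial genes, at percentiles 0.305 and 0.26 with medians of −2.96 and −2.53, each rest on 3 genes with 10 or more expected counts in 1 or more libraries. The epithelial gene Krt19 had 352 expected counts on day 0, 19 on day 10 and 3 on day 14, and Krt18 had 31, 14 and 5 on these days after 162 on day 2. Epcam, with fewer counts, moved the other way, from 0 to 8.

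The 10 most abundant genes of day 2 held 1.76 times the share that the 10 most abundant genes of day 0 held. Gm42418 had 107936 expected counts on day 2 and 4236 on day 0. If the surrounding locus carried the signal, both of its neighbours would rise with it. The share of Gm26917 was 10.2 times higher on day 2 than on day 0. That of Lars2, which is not among these neighbours, was 20.4 times higher, so such a rise was not limited to them. The other neighbour, AY036118, was not analysed here, so the explanation stays open. Library sizes without Gm42418 and Lars2 left every result within its counting interval.

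The ratio of Xist counts to counts of Y-linked genes differed from day 0 by at most 1.22 times in the later libraries, so a change in the mix of female and male embryos was not seen. Whether reads of the transcript overlapping Sox2 add to its counts was not analysed here.

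Several genes that the paper names in other experiments of the conversion had the following log2 changes from day 0 in the RNA-seq libraries, with 95% intervals. Bcl2 changed by −0.63 (−1.94 to 0.48) on day 2, 1.48 (0.88 to 2.20) on day 10 and 1.63 (1.03 to 2.36) on day 14. Stat3 was at 1.43 (1.27 to 1.60) on day 10 and changed by −0.39 (−0.52 to −0.27) from day 10 to day 14. Nes was at 0.23 (0.09 to 0.37) on day 10 and 2.14 (2.02 to 2.26) on day 14. The log2 changes on day 14 were 1.80 (1.13 to 2.64) for Slc1a3, 3.11 (2.22 to 4.52) for S100b, −0.53 (−0.91 to −0.17) for Snai1, −2.71 (−3.21 to −2.27) for Twist2, −1.39 (−1.58 to −1.20) for Thy1, −2.70 (−3.38 to −2.17) for Hk2 and −2.87 (−2.93 to −2.80) for Pkm. Gfap, with 0 expected counts on day 0, rose by 7.79 on day 10 and was at 7.08 on day 14. Changes of Neurod1, Dcx and Pax6 were not detectable at this depth.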
